# Zebrafish Establish Female Germ Cell Identity by Advancing Cell Proliferation and Meiosis

**DOI:** 10.3389/fcell.2022.866267

**Published:** 2022-04-04

**Authors:** You-Jiun Pan, Sok-Keng Tong, Chen-wei Hsu, Jui-Hsia Weng, Bon-chu Chung

**Keywords:** gonad, transcriptome, ovary, oocyte, development, sex, sycp3, meiosis

## Abstract

Zebrafish is a popular research model; but its mechanism of sex determination is unclear and the sex of juvenile fish cannot be distinguished. To obtain fish with defined sex, we crossed domesticated zebrafish with the Nadia strain that has a female-dominant W segment. These fish were placed on a *ziwi:GFP* background to facilitate sorting of fluorescent germ cells for transcriptomic analysis. We analyzed the transcriptomes of germ cells at 10–14 days postfertilization (dpf), when sex dimorphic changes started to appear. Gene ontology showed that genes upregulated in the 10-dpf presumptive females are involved in cell cycles. This correlates with our detection of increased germ cell numbers and proliferation. We also detected upregulation of meiotic genes in the presumptive females at 14 dpf. Disruption of a meiotic gene, *sycp3*, resulted in sex reversal to infertile males. The germ cells of *sycp3* mutants could not reach diplotene and underwent apoptosis. Preventing apoptosis by disrupting *tp53* restored female characteristics in *sycp3* mutants, demonstrating that adequate germ cells are required for female development. Thus, our transcriptome and gene mutation demonstrate that initial germ cell proliferation followed by meiosis is the hallmark of female differentiation in zebrafish.

## Introduction

Zebrafish is a popular animal model for the studies of development, toxicology, gene regulation, and biomedicine. Zebrafish facilities need to maintain enough fish of both sexes to ensure normal production of offspring. Yet zebrafish sex ratio is often skewed by stress caused by environmental factors such as temperature, density, food intake, and hormones (Santos et al., 2017). For example, zebrafish become male-biased when temperatures are too high (Uchida et al., 2004) or too low (Sfakianakis 2012). Fish reared at high population density tend to become males (Liew et al., 2012; Sfakianakis 2012; Ribas et al., 2017). Treatment with 17β-estradiol causes fish feminization (Andersen et al., 2001). Higher food intake also promotes female development (Lawrence et al., 2008).

In addition to environmental factors, genes also control zebrafish sex differentiation. Zebrafish belongs to the ZZ/ZW sex-determining system, in which female genes play a dominant role in sex determination (Tong et al., 2010; Wilson et al., 2014). The sex of juvenile zebrafish cannot be distinguished until the appearance of secondary characteristics after about 3 months of age. In addition, domesticated zebrafish strains do not have discernable sex chromosomes (Anderson et al., 2012). However, wildtype Nadia zebrafish have a W-sex locus located at the tip of chromosome 4 (Anderson et al., 2012). This region contains a sex-associated region in ZW females. Although ZZ fish that lack the W locus are always males, the ZW fish are not always females (Anderson et al., 2012). A small proportion of the ZW fish can become males depending on the rearing condition, further complicating the study.

The domesticated zebrafish strains do not have the W locus; and their sex differentiation can be affected by many genes (Liew et al., 2012). Depletion of *follicle-stimulating hormone receptor* leads to sex reversal to males due to the failure of follicle maturation (Zhang et al., 2015). Mutation of *gonadotropin-releasing hormone* 3 (*Gnrh3*) leads to male-biased sex ratio (Feng et al., 2020). In addition, zebrafish with a null mutation of *tudor domain-related proteins* (*Tdrds*) also become infertile males (Dai et al., 2017).

Sex steroids control the differentiation of sex organs. Cyp19a1a catalyzes the synthesis of estrogen; its mutation leads to the development of only male zebrafish because of the lack of estrogen production (Lau et al., 2016). Cyp17a1 catalyzes the synthesis of all sex steroids; its mutation eliminates ovary but retain testis development, indicating that zebrafish gonad development can tolerate androgen deficiency more than estrogen deficiency (Zhai et al., 2018). Cyp11a2 catalyzes the synthesis of all steroids; its depletion causes testis enlargement and feminized secondary sexual characteristics (Wang et al., 2022). Cyp11c1 controls the synthesis of cortisol and 11-ketotestosterone; its defect does not alter sex determination, but leads to defect in oocyte maturation and testis function (Zhang et al., 2020).

Zebrafish sex differentiation is affected by the number of germ cells. During zebrafish sex differentiation, testes often form from juvenile ovary via oocyte apoptosis (Uchida et al., 2002). Germ cell ablation leads to the development of male fish (Slanchev et al., 2005). Mutations of genes such genes as *vasa* (Hartung et al., 2014), *protein arginine methyltransferase 5* (Zhu et al., 2019), and *fancl* (Rodriguez-Mari et al., 2010) all lead to germ cell loss, and result in the development of male fish in the adult. On the contrary, fish become females if their larvae are induced to produce more germ cells (Ye et al., 2019). These results indicate that germ cell number is an important factor that controls the direction of zebrafish sexual differentiation. It is still unclear how germ cells interact with various genes leading to final sexual characteristics.

In this article, we analyzed events leading to the first step of sexual differentiation. We designed a method to differentiate the sex of juvenile fish based on the presence of the W locus, and performed transcriptomic analysis to identify genes differentially expressed in the presumptive males and females at 10, 12, and 14 days postfertilization (dpf). We found that differential cell proliferation and meiosis are the earliest signs of zebrafish sex differentiation. We also generated mutants deficient in *synaptonemal complex protein 3* (*sycp3*); these mutants became exclusively sterile males due to meiotic arrest followed by germ cell apoptosis. Thus, our study delineates the importance of germ cell proliferation and meiosis in the initial female sex differentiation of zebrafish.

## Materials and Methods

### Zebrafish Strain

The *Tüpfel long fin* (TL) and Nadia strains of zebrafish (*Danio rerio*) were kept at 28.5°C, pH7.0, following the guidelines of Institutional Animal Care and Utilization Committee of Academia Sinica. The *tp53* ^*zdf1*^ fish were obtained from Zebrafish International Resource Center (Berghmans et al., 2005).

The *Tg(ziwi:GFP)* transgenic fish were generated after injecting the *Tol2 transposase* mRNA (synthesized from *pCS2FA-transposase*) and the plasmid that contains a Tol2 cassette harboring a *GFP* cDNA with an SV40 poly(A) sequence at the 3′ and the 4.8-kb *ziwi* promoter (−4690 to +135) at the 5′ (Leu and Draper 2010). This plasmid was generated by the Gateway recombination-based cloning as described previously (Kawakami 2005; Villefranc et al., 2007; Leu and Draper 2010).

The W- and Z-hybrid were generated by mating Nadia (NA) with *Tg(ziwi:GFP)* fish in TL background. Around 30% of Nadia ZW females reversed their sex to become adult male fish (ZW^SR^) in our fish facility. These ZW^SR^ males were crossed with ZW females and their offspring would be predicted to be 25%ZZ, 50%ZW, and 25%WW fish. We screened these females (ZW and WW) for the ones that only gave rise to offsprings with the W locus. These females were labeled as the WW females. Next, we used the WW outcross with *Tg(ziwi:GFP)* to get the W-hybrid. We also mated ZZ Nadia fish with *Tg(ziwi:GFP)* fish (in TL background) to obtain Z-hybrid.

The CRISPR/Cas9 approach was used to generate the *sycp3* mutant fish. The sgRNA target sequences located on *sycp3* exon2 were selected using CHOPCHOP and Benchling online program (Supplementary Table S1). We injected 40 pg/nl (final concentration) of the *sycp3* single guide RNA and 250 pg/nl (final concentration) Cas9 protein simultaneously into one-cell stage embryo. Examination of genotypes of 10 founder fish embryos indicated that knockout efficiency was 76%. The founders (F0) were outcrossed with WT to get the offspring (F1), which were genotyped at 3 months, and the sites of mutation confirmed by sequence analysis. F1 fish lines were maintained for further use.

### PCR and *in vitro* Transcription

The PCR primers are listed in Supplementary Table S1. The PCR primers were annealed, extended by 3 cycles of PCR reactions (95°C 2 min, 50°C 2 min, and 72°C 2 min) and stored at 10°C. The sgRNA primers were designed to contain a T7 promoter and overlap with Cas9 guide-constant sequence (Talbot and Amacher 2014). After the PCR fragment was purified by a QIAGEN PCR clean kit, the sgRNA was generated by *in vitro* transcription at 37°C for 2 h using a MEGAshortscript T7 Kit (AM1354, Thermo Scientific). After digestion of dsDNA template by 1 μl Turbo DNase 37°C at 15 min, sgRNA was precipitated and purified.

### Fin Clip for Genotyping

Juvenile fish were anesthetized in tricaine solution before fin clipping. The fin was lysed in 50 mM NaOH 20 μl, and incubated at 95°C for 15 min to release its genomic DNA, which was then neutralized by the addition of 1 mM Tris pH8.0 (2 μl) and centrifuged for 1 min. The genomic DNA in the supernatant was used for PCR amplification. PCR fragments were analyzed by capillary electrophoresis using a Qiaxcel DNA screening kit.

### Fish Fertilization Test

Male *sycp3* ^*as8d/as8d*^ and fish were crossed with wildtype females for three practice mating before the fertilization test. The fertilization rate was scored as the number of successful egg laying followed by normal development to the dome stage, 70% epiboly and 24 hpf.

### Fish Staging, Gonad Dissection, and Dissociation for Germ Cell Sorting

The criteria for fish staging are stringent; only fish that were 5.2 mm at 10 dpf, 5.7 mm at 12 dpf, and 6.2 mm at 14 dpf were used. The larvae were dissected in phosphate buffered saline (PBS) by forceps for the removal of head, intestine and tail. The dissection took less than 30 min to ensure germ cell viability for successful sorting. Gonadal cells from 25 to 50 larvae were dissociated with 0.25% trypsin and 0.2% collagenase for 30 min at 28°C before enzyme inactivation in 100% fetal bovine serum. The dissociated cells were filtered through a 30-nm strainer to remove tissue remnants. Then, GFP^+^ germ cells were collected in 96 wells by FACS instrument Aria II (BD biosciences). The 100-µm nozzle was used in the FACS sorter, and allowing approximately 15–20 min for the sorting of each sample. Around 300–500 germ cells were obtained from the 10-dpf gonads, 500–700 germ cells from 12-dpf gonads, and 1000 germ cells from 14-dpf gonads. Germ cells were lysed inside the 96-well plate and stored at −80°C.

### cDNA Preparation and Transcriptome

Two different methods were used to prepare cDNA libraries as summarized in Supplemental Table S2. Initially, 12- and 14-dpf cDNA libraries were prepared following the Quartz-seq procedure (Sasagawa et al., 2013). Later, more batches of 10- and 12-dpf cDNA libraries were prepared using the Smart-seq HT procedure (Takara bio). In SMART-seq HT, full-length cDNA was synthesized in one step, and then amplified by 12 cycles of PCR. After purification with the AMPure XP kit (Beckman Coulter), cDNAs were analyzed by a bioanalyzer for their qualities. We used 150 pg of cDNAs as input to prepare libraries using Illumina Nextera XT DNA Library Preparation Kit. The concentrations and lengths of cDNAs in the libraries were about 10 nM and 200 bps, respectively. Sequences of the cDNA libraries were determined by reading 75-bp paired ends (Illumina NextSeq 500 2*75 bps, v2). The resulting sequences from all experiments were first presented as transcript per million (TPM), then normalized and filtered by the method of trimmed mean of M values (TMM) using the edgeR package. The zebrafish genome GRCz11 was used as a reference genome.

### Real-Time Quantitative PCR

The real-time quantitative PCR was performed using a kit (QuantiFast SYBR Green RT-PCR Kit, QIAGEN) with sample dilution for the standard curve in a Roach LightCycler480. The PCR condition was 95°C 5 min and 60°C 30 s and 72°C 5 min for 55 cycles. The RNA level was normalized using the *ef1a* level as an internal control.

### Whole-Mount Fluorescent *In situ* Hybridization and Immunofluorescence Staining

Larval samples were fixed with 4% PFA overnight at 4°C before dissection. Whole-mount fluorescent *in situ* hybridization was performed following a previously published protocol (Brend and Holley 2009). For immunofluorescence staining, after whole-mount fluorescent *in situ* hybridization and PBST (0.1% Triton X-100 in PBS) wash, samples were incubated with 10% normal goat serum at R.T. for 3 h, then with primary antibody at 4°C overnight, followed by incubation with secondary antibody (diluted 1:500) and DAPI at R.T 1 h.

For double immunostaining, samples were incubated with mouse anti-proliferating cell nuclear antigen (PCNA) and rabbit anti-Vasa antibodies simultaneously at 4°C overnight before incubation with secondary antibodies (anti-mouse Alexa fluor 546 and anti-rabbit Alexa fluor 488). The antibody information is shown in Supplementary Table S1. For Sycp3 and Vasa double staining, we first labeled Vasa antibody with 633 DyLight Dye using the DyLight Microscale Antibody Labeling Kit (Thermo) for later use. Samples were incubated with rabbit Sycp3 antibody at 4°C overnight, followed by incubation with Alexa fluor 488-conjugated secondary anti-rabbit antibody at R.T 1 h. Next, samples were washed with PBST before incubation with DyLight 633-conjugated Vasa antibody at 4°C overnight. Samples were washed and the gonads were dissected for confocal imaging on the following day.

### Counting of Germ Cell Numbers

Germ cells were visualized by fluorescent vasa staining before manual counting under a ZEISS LSM 710 confocal microscope equipped with ZEN 2009 (Black edition) software. Germ cells in all Z sections were scored.

### Microscopy and Photography

The images of immunofluorescence for Sycp3, Rad51, Casp-3 were analyzed by a ZEISS LSM 710 confocal microscope equipped with ZEN 2009 (Black edition) software.

### Statistics Analysis

The data are shown as mean ± standard deviation. The unpaired two-tailed Student’s *t*-test was used for two-group comparisons. Chi-squared analysis was used for comparing meiotic progression.

### Bioinformatics Analysis

The RNA-sequencing results were analyzed by Gene Ontology from Metascape website (https://metascape.org), Venn diagram from Venny website (https://bioinfogp.cnb.csic.es/tools/venny/), MA plot, volcano plot, Z-score analyzed in Prism. All RNA-seq data files are available from the Gene Expression Ominbus database (accession number GSE196899).

## Results

### Establishment of the Method for Differentiating Presumptive Female and Male Germ Cells

A big hurdle in the investigation of zebrafish sexual development is the difficulty to identify the sex of juvenile fish. Because the laboratory strains lack sex chromosomes, we turned to wildtype Nadia strain (NA), which has a W locus in females only (Wilson et al., 2014). We designed a scheme to obtain fluorescent germ cells from gonads with defined sex (Figure 1A). In this scheme, we selected Nadia fish of the ZW genotype that was naturally sex reversed to males. We mated these ZW males with ZW females, and screened the offspring for WW females, which invariably produced all ZW female offspring as shown by the presence of the W fragment in PCR analysis (Figure 1B). The control DNA contained the W fragment only in the female but not in the male fin (Figure 1B). The WW fish were crossed with transgenic *Tg(ziwi:GFP)* fish in a genetic background of *Tüpfel long fin* (TL), which express GFP in all germ cells (Figure 1C). All offspring from this mating contained the W-locus in a genetic background of Nadia/TL hybrid. These W-hybrid were presumptively all females and a half of them had fluorescent germ cells. With the same scheme, we mated the ZZ Nadia father with the Tg (ziwi:GFP) mother to obtain the Z-hybrid that was presumptively all males (Figure 1A). The fluorescent germ cells of both W and Z hybrids could be sorted by fluorescence-activated cell sorter (Figure 1D).

**FIGURE 1:**
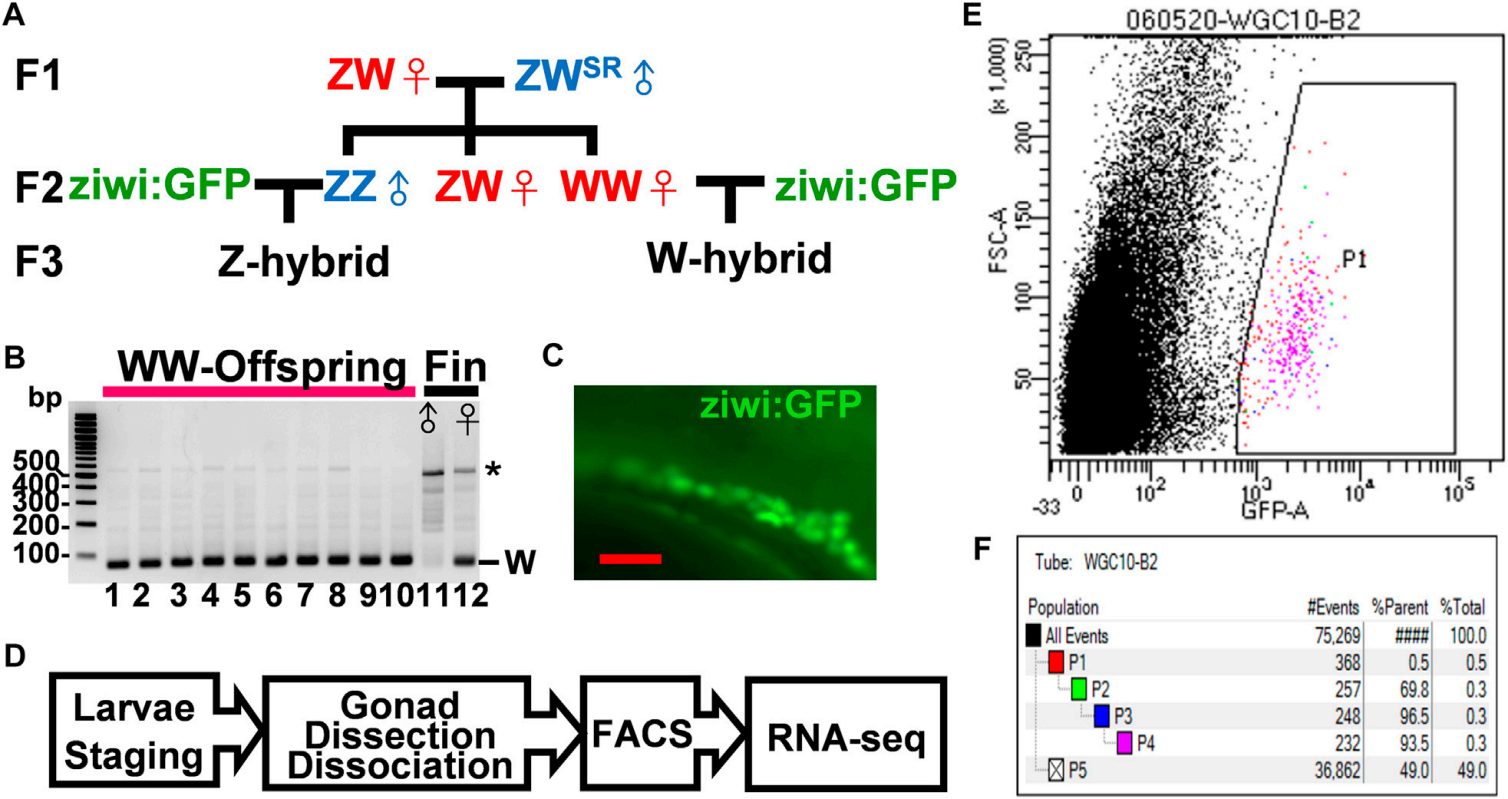
Isolation of germ cells from juvenile zebrafish with defined sex. **(A)**. The flow chart for the generation of W- and Z-hybrids. Sex-reversed ZW^SR^ Nadia males were crossed with ZW females to obtain the WW females in the F2 generation. The WW and ZZ fish were each mated with the Tg (ziwi: GFP) in the TL genetic background to obtain W- or Z-hybrid offspring with fluorescent germ cells. **(B)**. Gel electrophoresis showing the detection of the W-fragment in the genome of 10 offsprings from the WW mother after PCR amplification (lanes 1–10). Lanes 11 and 12 are genomic DNAs from the fin of a male and a female of the Nadia strain as controls, respectively. The W fragment is 86 bps in length. The star marks nonspecific PCR bands. **(C)**. The gonad of a Tg (ziwi: GFP) fish with fluorescent germ cells. **(D)**. The flow chart for transcriptome analysis. Larvae were first staged to ensure proper development before their gonads were dissected. Their germ cells were then dissociated and sorted by FACS before RNA-seq analysis. **(E)**. A representative FACS plot shows the selection of GFP-positive germ cells (P1). **(F)**. A typical FACS data set showing the procurement of 232 GFP^+^ germ cells (pink group, 0.3% of all cells). Blue-group (P3) and pink-group (P4) cells were obtained after cell size quantity control. The green group (P2) selects for live cells that do not stain with propidium iodide. Black dots represent other cells and cell debris.

Our earlier work indicates that germ cells start to become sex-dimorphic at 10–14 dpf (Tong et al., 2010). In order to get germ cells at 10–14 dpf, we staged about 20–50 larvae (6.2 mm at 14 dpf, 5.7 mm at 12 dpf, and 5.2 mm at 10 dpf), and sorted their germ cells using a fluorescence-activated cell sorter for bulk RNA-seq (Figure 1E). About 200–500 GFP^+^-germ cells (0.5% of total cells) were obtained from each preparation (Figure 1F). Two independent RNA-seq experiments each containing many batches of cDNAs were performed. In the first experiment, we prepared cDNAs from 12- and 14-dpf germ cells by Quartz-seq, and in the second one we prepared cDNAs from 10- and 12-dpf germ cells by Smart-seq (Supplementary Table S2). 

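The authors deposited a table for each of 22 libraries, with the expected count of reads per gene estimated by RSEM, which need not be whole, and the TPM, a measure of transcript level scaled for gene length and sequencing depth, for 32057 genes of GRCz11 listed by Ensembl identifier. Batches were not pooled. The first experiment held 2 W-hybrid batches and 1 Z-hybrid batch at each of 12 and 14 dpf, and the second held 3 batches of each hybrid at 10 dpf and 4 at 12 dpf. The general protocol text of the sample records names the Smart-seq kit for all libraries, whereas their descriptions and Supplementary Table S2 give Quartz-seq for the first experiment, and the latter were used. Both methods amplify cDNA from a small number of cells. By Quartz-seq, the total count was 25610718 and 37224647 in the W-hybrid at 12 dpf, 13828835 in the Z-hybrid at 12 dpf, 33416487 and 35790460 in the W-hybrid at 14 dpf, and 30748557 in the Z-hybrid at 14 dpf. By Smart-seq at 10 dpf, it ranged from 16906278 to 17196787 in the W-hybrid (median 16999605) and from 16134281 to 18321698 in the Z-hybrid (median 17254396). By Smart-seq at 12 dpf, it ranged from 13556592 to 17700491 in the W-hybrid (median 15297896.5) and from 15808799 to 17753192 in the Z-hybrid (median 17067300). Between 18761 and 20298 genes reached 10 counts in each Smart-seq germ cell library. By Quartz-seq, the Z-hybrid libraries had 16603 such genes at 12 dpf and 16623 at 14 dpf, against 18968 to 20386 in the W-hybrid libraries. Expected counts were rounded to whole numbers, scaled by TMM and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called where the adjusted p was under 0.05, the fold change was at least 1.5 and the mean TPM of the higher group was above 5. The 10-dpf and the 12-dpf Smart-seq comparisons were fitted on their own libraries. The 6 Quartz-seq libraries were fitted together, with the spread taken from the W-hybrid batches (2 residual degrees of freedom), since the Z-hybrid had 1 batch at each age. The 10-dpf and 14-dpf libraries differ in method as well as age, and 12 dpf was measured by both methods. A group with 3 counts or fewer in every library was taken as below the limit of detection. This limit covers counting error only, since amplified reads are not independent molecules. Gene symbols are written as the table that pairs them with the identifiers gives them.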

Besides, we also performed RNA-seq of trunk cells for comparison as a negative control. These samples were normalized by comparing the trimmed means of the M-value (TMM) (Supplementary Figure S1A), and their gene expression compared in Volcano Plots (Supplementary Figure S1B). 

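The 2 trunk libraries were prepared by Smart-seq, and their total counts were 15225840 and 15282833. The sample records give them an age of 10 dpf. The germ cell gene DDX4 (ENSDARG00000014373), also called vasa, was at 0.09 and 0 TPM in the trunk libraries and at 826 TPM or more in each of the 20 germ cell libraries. PIWIL1 (ENSDARG00000041699) was at 0.16 and 0.24 TPM in the trunk libraries and at 721 TPM or more in each germ cell library. Of the 19 genes of a list of germ cell genes compiled by hand, 18 were below 1 TPM in both trunk libraries, and the exception, gra, reached 1.27 TPM. These genes took 0.000801% and 0.000445% of the trunk counts, from 0.948% to 1.54% of the counts in the Smart-seq germ cell libraries, and from 2.83% to 4.02% in the Quartz-seq libraries.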

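At 10 dpf, 20080 genes were tested, of which 615 were called higher and 819 lower in the W-hybrid than in the Z-hybrid by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An unadjusted p under 0.05 was found for 5924 genes (29.5%). In 6406 of the 20080 genes tested, every W-hybrid library lay on the same side of every Z-hybrid library, which chance gives for 10% of genes. With all 14 Smart-seq germ cell libraries in the same fit, 125 genes were called higher and 58 lower at 10 dpf. Single batches moved these counts as well, which were 1174 higher and 1291 lower without W-hybrid replicate 3, and 260 higher and 217 lower without W-hybrid replicate 1. At 14 dpf, 23154 genes were tested, of which 980 were called higher and 1146 lower in the W-hybrid, and 6565 had an unadjusted p under 0.05. The Z-hybrid library had 3 counts or fewer for 150 of the 980 genes. Over these 980 genes, the median log2 fold change was 2.84, and it was the same with those 150 genes at their lower bound. The median log2 fold change of all genes tested at 14 dpf was 0.31. With library size alone in place of TMM, it was 0.64, and 1368 genes were called higher and 646 lower. With all 20 germ cell libraries in the same fit, 2126 genes were called higher and 2317 lower. Of the 5 genes with the largest fitted rise at 14 dpf, foxr1 (ENSDARG00000004864) had 43.3 ± 0.226 TPM (SD, n = 2) in the W-hybrid and 0 TPM in the Z-hybrid, and was at least 230-fold higher. ANO8 was at least 146-fold higher, igfn1.3 at least 130-fold, LPL at least 129-fold and NOD2 at least 120-fold, each at 0 TPM in the Z-hybrid library. Of the 5 with the largest fitted fall, CYP27B1 (ENSDARG00000045015) was at least 70.1-fold lower in the W-hybrid, and si:ch73-144d13.7 at least 35.6-fold. ENSDARG00000102513, which has no symbol in the table, was at least 30.3-fold lower, GJD2 at least 28.5-fold and si:ch73-109d9.4 at least 23.6-fold. Each of these bounds, for the rises and the falls, rests on the 1 Z-hybrid library of 14 dpf.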

With a screening criterion of 1.5-fold change, transcripts per million>5, and false discovery rate<0.05, 668 and 1690 differential expression genes (DEGs) were obtained from the 10- and 14-dpf samples, respectively (Supplementary Figure S2). 

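By Smart-seq at 12 dpf, 16 genes were called higher and 13 lower in the W-hybrid among 20066 tested, and 1912 (9.53%) had an unadjusted p under 0.05. In 918 of the 20066 genes tested, the 4 W-hybrid libraries lay on the same side of the 4 Z-hybrid libraries, against 2.86% of genes by chance. At 10 dpf, 13 of those 16 genes were called higher too, and 8 of the 13 were called lower too. Without W-hybrid replicate 1, 28 genes were called higher and 20 lower, and DESeq2 called 60 and 40. The called gene with the largest rise was ENSDARG00000101254, at 19.3 ± 5.17 TPM (SD, n = 4) in the W-hybrid and 0.795 ± 0.441 TPM (SD, n = 4) in the Z-hybrid, with a log2 fold change of 4.52 (adjusted p = 7.09e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSDARG00000077712, si:dkey-14d8.23, ENSDARG00000105079 and si:dkeyp-15f12.4 followed, with log2 fold changes of 3.54, 3.54, 3.33 and 3.23. ENSDARG00000077712 was not called without W-hybrid replicate 4 or without Z-hybrid replicate 3. The largest fall was that of si:dkeyp-122d12.1 (ENSDARG00000096684), with a log2 fold change of -5.50, followed by si:ch211-262i1.2, rab5b, slc22a13a and spata2l with -4.48, -3.16, -3.06 and -2.32. The call of slc22a13a held in 4 of the 8 fits that each left out 1 library. By Quartz-seq at 12 dpf, 3083 genes were called higher and 1884 lower among 23154, with an unadjusted p under 0.05 for 8819. The median log2 fold change of all genes was 0.33 in this comparison. In 19780 of the 23154 genes, both W-hybrid libraries lay on the same side of the Z-hybrid library, against 66.7% of genes by chance. CRELD2, aifm4, krt8, RNF103 and ccdc36 had the largest fitted rise, at 0 TPM in the Z-hybrid library and at least 171-fold, 165-fold, 148-fold, 138-fold and 131-fold higher in the W-hybrid. By Smart-seq at 12 dpf, the TPM ranges of the hybrids overlapped for each of these genes. CRELD2 was there at 57.9 to 76 TPM in the W-hybrid and 64.1 to 77.7 TPM in the Z-hybrid. Among the genes with the largest fitted fall were or62b3, ENSDARG00000117559, ENSDARG00000086569 and LMOD2, at 0 TPM in both W-hybrid libraries and at least 83.4-fold, 65.8-fold, 57.1-fold and 48.3-fold lower, and DESeq2 did not call LMOD2. By Smart-seq at 12 dpf, these falling genes were at 0.3 TPM or less in every Z-hybrid library. Neither the rises nor the falls named here were seen by Smart-seq, and each rests on the 1 Z-hybrid Quartz-seq library. Of the meiosis, mitosis and DNA replication lists described with the 14-dpf genes, 19, 20 and 17 genes were called higher by Quartz-seq at 12 dpf and 0, 1 and 1 lower. The difference between the hybrids at 12 dpf changed with the method in 8054 of 23931 genes (adjusted interaction p under 0.05, from the same test over both methods). The 980 genes called higher in the W-hybrid at 14 dpf had a median log2 fold change of 1.24 at 12 dpf by Quartz-seq, and 763 of them were above 0. At 12 dpf by Smart-seq their median was -0.12, with 364 of 970 above 0, and it was -0.02 without Z-hybrid replicate 4. Within the 12-dpf W-hybrid, 4859 genes were called higher and 4033 lower by Quartz-seq than by Smart-seq, and with library size alone in place of TMM 3340 and 5117, so the balance of the directions depends on the scaling.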

The data from 12-dpf samples were the intermediate of the other stages, either similar to that of the 10-dpf sample or the 14-dpf sample, and therefore were examined for validation only.

### Identification of Meiotic Genes That Mark Presumptive Female Germ Cells at 14 dpf

From the 1692 genes upregulated in the 14-dpf W-hybrid, gene ontology analysis indicated that these genes were enriched in such processes as DNA metabolism (GO:0006259), reproduction (GO:0022414), cell cycle (GO:0022402), meiosis I (GO:0061982) and microtubule-base process (GO:0007017) (Figure 2A). 

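Gene ontology terms were not used here. Lists of meiosis, mitosis and DNA replication genes, also compiled by hand, were tested in their place, and 41, 50 and 45 of their genes were found. At 14 dpf the meiosis list had a median log2 fold change of 1.25 between the W- and Z-hybrids, with 38 of 41 genes above 0 (limma's camera with a preset inter-gene correlation of 0.01, adjusted p = 8.29e-06 over 9 tests). The mitosis list had a median of 0.38, with 33 of 50 genes above 0 (camera from limma, adjusted p = 0.469). The DNA replication list had a median of 0.25, with 30 of 45 genes above 0 (camera from limma, adjusted p = 0.591). Of the mitosis genes 5 were called higher and 1 lower, and 7 passed when adjusted over the list alone. Of the DNA replication genes 5 were called higher and 1 lower, and 9 passed when adjusted over the list alone. With at least 10 counts required in every library, the mitosis and DNA replication lists passed 0.05 as well, at 0.0158 and 0.0467 (camera from limma). Under fry, or with the correlation estimated for each list, none of the lists passed at 10 dpf, at 12 dpf by Smart-seq or at 14 dpf.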

All these genes were sporadically expressed at 10 and 12 dpf, then upregulated at 14 dpf (Figure 2B). 

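The 980 genes called higher in the 14-dpf W-hybrid had a median of 10.5 TPM in the W-hybrid at 10 dpf by Smart-seq, and 647 of them (66%) had a mean above 5 TPM. At 12 dpf the median in the W-hybrid was 11.9 TPM by Smart-seq, with 695 genes above 5 TPM, and 15.4 TPM by Quartz-seq, with 827 genes above 5 TPM. At 14 dpf by Quartz-seq it was 23.1 TPM in the W-hybrid and 2.46 TPM in the Z-hybrid, where 380 genes were above 5 TPM. Of the 41 meiosis genes, 37 had a mean above 5 TPM in the W-hybrid at 10 dpf, 40 at 12 dpf by Smart-seq, and 41 at 12 and at 14 dpf by Quartz-seq. Their median in the W-hybrid was 41.6 TPM at 10 dpf, 54.9 TPM at 12 dpf by Smart-seq, 84.6 TPM at 12 dpf by Quartz-seq and 135 TPM at 14 dpf. In the trunk 7 of the 41 genes were above 5 TPM. From 10 to 12 dpf by Smart-seq, the meiosis list rose in the W-hybrid by a median log2 fold change of 0.30, with 28 of 41 genes above 0. No meiosis gene was called in that comparison, 9 passed when adjusted over the list alone, and 15 rose and 1 fell with an unadjusted p under 0.05. From 12 to 14 dpf by Quartz-seq, the list rose in the W-hybrid by a median of 0.37, with 32 of 41 genes above 0. None was called, 5 passed when adjusted over the list alone, and 13 had an unadjusted p under 0.05. Over all genes tested in edgeR, 0 were called between 10 and 12 dpf in the W-hybrid by Smart-seq, where 2745 had an unadjusted p under 0.05. Between 12 and 14 dpf by Quartz-seq, 3 were called higher and 0 lower, where 1037 had an unadjusted p under 0.05. DESeq2 called 55 higher and 46 lower between 10 and 12 dpf, and 45 higher and 16 lower between 12 and 14 dpf. With the replicate number as a term, a fit chosen after seeing the data, 21 were higher and 5 lower between 12 and 14 dpf.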

A Venn diagram shows that these processes share similar gene sets. All 19 differentially expressed meiotic genes are included in the gene terms for reproduction and cell cycles (Figure 2C). This result indicates that meiosis-I has properties of reproduction, DNA metabolism, and cell cycles. 

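Of the 41 genes of the meiosis list, 20 were called higher and 0 lower in the W-hybrid at 14 dpf by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 25 passed when adjusted over the list alone. SYCP3 (ENSDARG00000013438) had 340 ± 115 TPM (SD, n = 2) in the W-hybrid and 27.3 TPM in the Z-hybrid, a log2 fold change of 3.32 (standard error 0.431, adjusted p = 0.00129 in edgeR). SYCP1 (ENSDARG00000003904) had 591 ± 69.3 TPM (SD, n = 2) and 69.8 TPM, a log2 fold change of 2.87 (standard error 0.41, adjusted p = 0.00188 in edgeR). The gene of the list with the largest rise was rnf212b (ENSDARG00000093723), at 66 ± 13.5 TPM (SD, n = 2) and 2.3 TPM, with a log2 fold change of 4.58 (standard error 0.753, adjusted p = 0.00329 in edgeR). These standard errors and p-values hold the spread of the W-hybrid batches alone, since the Z-hybrid had 1 library. In the Z-hybrid at 12 dpf by Smart-seq, SYCP3 ranged from 92.6 to 500 TPM between libraries. Among the other genes called, MND1, rad21l1, MSH5, MCMDC2, spata22, spo11, HFM1 and TEX11 had log2 fold changes of 3.08, 2.80, 2.67, 2.50, 2.35, 2.27, 2.24 and 2.03. The genes mlh3, shoc1, rec8a, syce2, terb1 and smc1b had 1.92, 1.69, 1.67, 1.58, 1.3 and 1.2. HFM1, MCMDC2 and TEX11 were called lower in the W-hybrid at 10 dpf, with log2 fold changes of -0.72, -0.84 and -0.84, and the calls held in 2, 4 and 6 of the 6 fits that each left out 1 library.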

We therefore focused on meiosis for further characterization.

**FIGURE 2:**
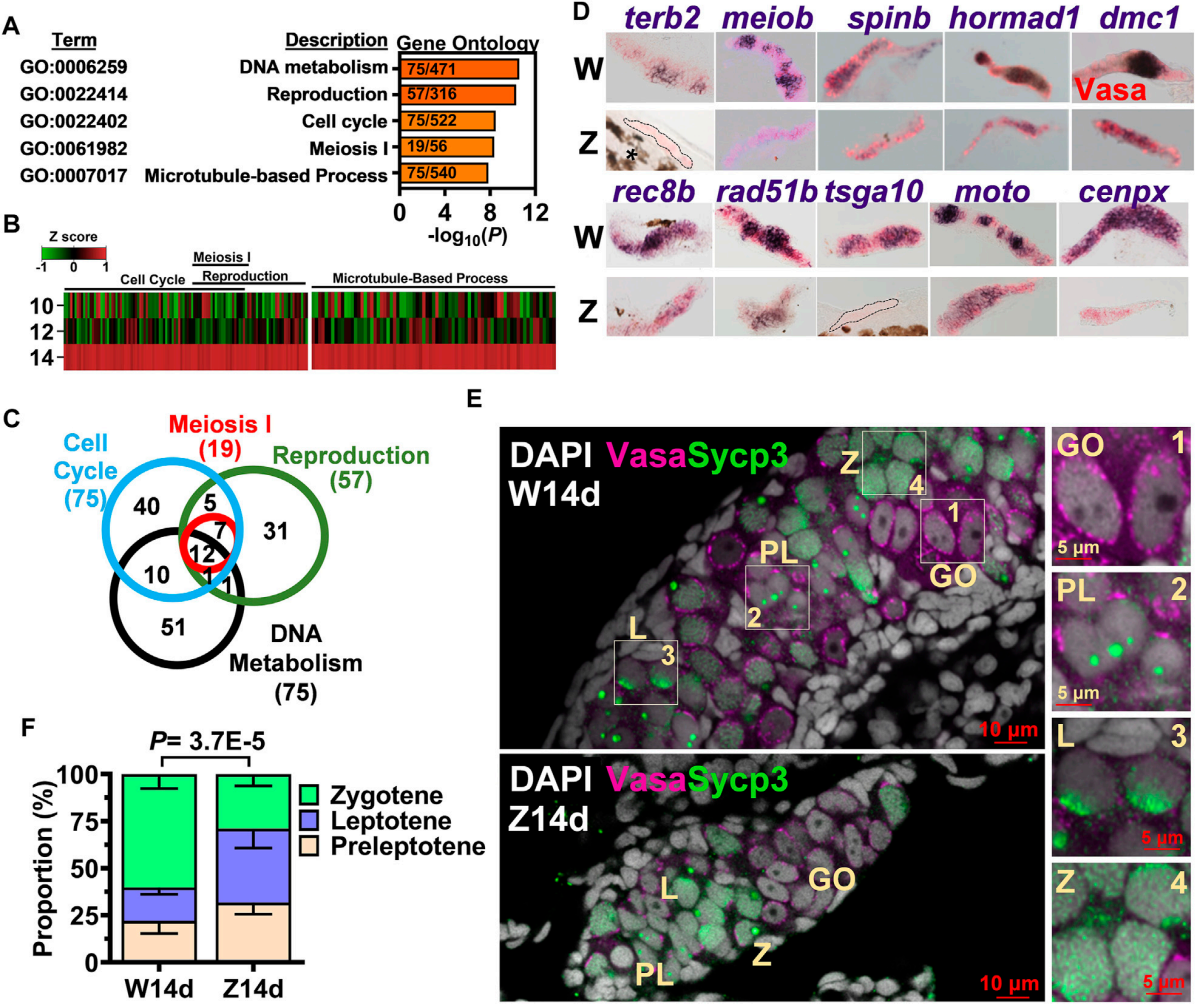
Meiosis as the hallmark of 14-dpf female germ cell transcriptome. **(A)**. Gene ontology analysis of 1692 genes upregulated in the W-hybrid. **(B)**. Expression of genes in the meiosis I, reproduction, cell cycle, and DNA metabolism at 10, 12, and 14 dpf. One gene is represented by a line, and the color represents the expression level normalized by Z-score. **(C)**. A Venn diagram showing the overlaps of genes involved in meiosis I, reproduction, cell cycle, and DNA metabolism. **(D)**. *in situ* hybridization of 10 meiotic genes in the 14-dpf W- and Z-hybrids. **(E)**. The immunostaining of Sycp3 in gonocyte (GO), preleptotene (PL), leptotene **(L)**, and zygotene (Z) germ cells. Germ cells marker Vasa and meiotic gene marker Sycp3 are magenta and green, respectively. DAPI are shown in white. The boxed regions are enlarged at the right side (1–4). **(F)**. The W-hybrid advances meiosis faster than the Z-hybrid at 14 dpf. The proportion of preleptotene (yellowish), leptotene (blue), and zygotene (light green) are shown. The *p* value was calculated using the chi-squared analysis.

We examined the expression of 10 randomly picked meiotic genes by *in situ* hybridization. 

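At 14 dpf, DMC1 (ENSDARG00000055883) had 222 ± 111 TPM (SD, n = 2) in the W-hybrid and 8.64 TPM in the Z-hybrid, a log2 fold change of 4.43 (standard error 0.547, adjusted p = 0.00125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MEIOB (ENSDARG00000062442) had 366 ± 196 TPM (SD, n = 2) and 22.5 TPM, a log2 fold change of 3.45 (standard error 0.527, adjusted p = 0.00236 in edgeR). The third gene called was rec8b (ENSDARG00000069260), at 58.1 ± 11.1 TPM (SD, n = 2) and 12.7 TPM, with a log2 fold change of 1.96 (standard error 0.527, adjusted p = 0.0336 in edgeR). The log2 fold changes of tsga10, terb2, HORMAD1 and RAD51B were 1.41, 1.19, 1.03 and 0.95, with adjusted p-values of 0.0542, 0.175, 0.0748 and 0.138 in edgeR. Those of spinb, CENPX and moto were 0.52, 0.44 and 0.27, with adjusted p-values of 0.536, 0.805 and 0.6 in edgeR. DESeq2 called tsga10 and HORMAD1 as well, with adjusted p-values of 0.0139 and 0.0262. The standard errors and p-values at 14 dpf hold the spread of the W-hybrid batches alone, since the Z-hybrid had 1 library. The log2 fold change of spinb ranged from -0.24 to 0.96 with each W-hybrid library left out in turn, so the direction of this gene rests on 1 library. All 10 genes had a fold change above 0, and 5 of the 10 passed when adjusted over the list alone. By Quartz-seq at 12 dpf, 7 of the 10 were called higher in the W-hybrid, and their log2 fold changes ranged from 1.03 to 5.15. By Smart-seq at 12 dpf, 0 of the 10 were called, 1 had an unadjusted p under 0.05, and their log2 fold changes ranged from -1.10 to 0.17. At 10 dpf, MEIOB was called higher, with a log2 fold change of 0.83 (adjusted p = 0.0407 in edgeR), and the call held in 2 of the 6 fits that each left out 1 library.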

The expression of these 10 genes, *dmc1, hornad1, spin, meiob, terb2, cenpx, moto, tsga10, rad51b, rec8b* were all higher in the W- than the Z-hybrid (Figure 2D), thus validating our RNA-seq data.

Germ cells from premeiotic gonocyte to the diplotene stage of meiotic prophase can be differentiated by their size and pattern of DAPI-staining (Elkouby et al., 2016). While 14-dpf gonocyte (GO) nuclei were evident with one or a few nucleoli, leptotene (L) germ cells (GC) contained condensed DAPI with multiple nucleoli (Figure 2E). The zygotene (Z) GCs had a big and round bouquet-like nucleolus. Synaptonemal complex protein 3 (Sycp3) staining was not apparent in the premeiotic gonocytes (Figure 2E, enlarged in 1), but started to appear in the nucleoli of preleptotene (PL) cells as small dots (Figure 2E, enlarged in 2), became a cap in the nuclear boundary of the leptotene cell (Figure 2E, enlarged in 3), and as a big dot in the bouquet nucleolus as well as a small dotted net in the nucleus of zygotene germ cells (Figure 2E, enlarged in 4). We compared the proportions of meiotic germ cells in 14-dpf germ cells of both W- and Z-hybrids, and found that the W-hybrid had faster meiotic progression with a higher proportion of zygotene germ cells (Figure 2F). These results indicate that a prominent feature of a 14-dpf presumptive female gonad is higher expression of meiotic genes and advanced meiotic progression.

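The mean log2(TPM + 1) over the 41 meiosis genes was 6.89 and 7.27 in the 14-dpf W-hybrid libraries and 5.34 in the Z-hybrid library, a difference of 1.74. At 12 dpf by Quartz-seq the difference was 1.1, and by Smart-seq it was -0.22. The largest range among libraries of the same hybrid, age and method was 1.17, in the 12-dpf Z-hybrid by Smart-seq. The spread of the Z-hybrid at 14 dpf cannot be estimated from 1 library. From the higher RNA levels of meiotic genes, together with the higher proportion of zygotene germ cells in the W-hybrid (Figure 2F), the paper concludes that higher expression of meiotic genes and faster meiotic progression mark the presumptive female gonad at 14 dpf.

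**Figure D1:**
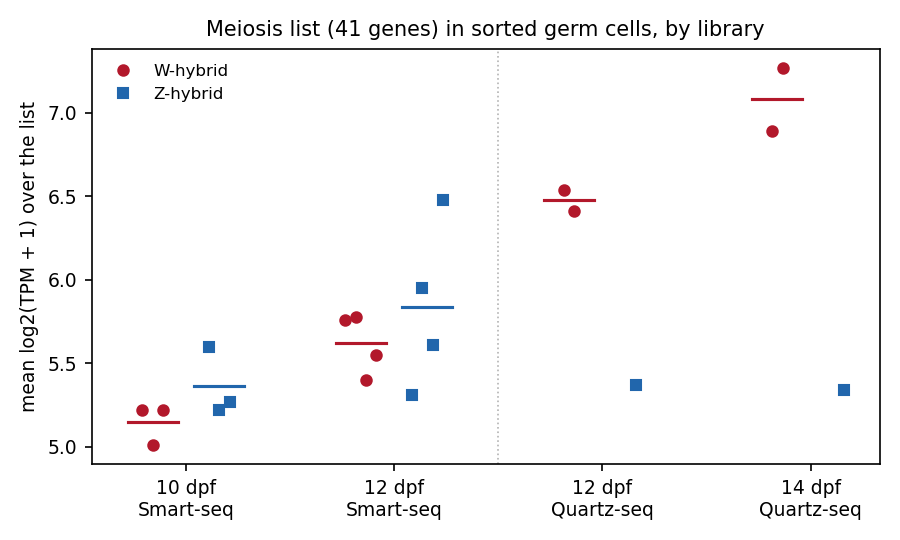
Mean log2(TPM + 1) of the 41 meiosis genes in each germ cell library (y axis), by age and method (x axis). Circles are W-hybrid libraries, squares are Z-hybrid libraries, lines are group means where there are several libraries, and the dotted line parts the Smart-seq from the Quartz-seq libraries. The W-hybrid libraries lie at 6.89 and 7.27 at 14 dpf, against 5.34 in the Z-hybrid.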

### Disruption of *sycp3* Affects Gonad Differentiation and Leads to Meiotic Germ Cell Arrest in Zebrafish

In order to dissect the functions of early meiotic genes, we disrupted a meiotic gene, *sycp3* (Synaptonemal complex protein 3) by CRISPR/Cas9. Two *sycp3* mutant lines, *as8d* (deletion from +350 to +357) and *as5d* (deletion +349 to +353) were generated (Figure 3A). All these lines were predicted to result in early protein truncation and complete loss of gene functions (Figure 3B). *Sycp3* mRNA was expressed in the testis but not in the ovary in the WT adults (Figure 3C). It was also absent in the *sycp3* ^*as8/as8d*^ mutant testis, indicating a complete loss of *sycp3* mRNA expression as a result of the gene mutation. We examined the body weight (Supplementary Figure S2A), body length (Supplementary Figure S2B), and gonadosomatic index (%GSI) of *sycp3* mutants (Supplementary Figure S2C), and found they were all normal, indicating that these gene mutations did not affect zebrafish growth. But the *sycp3* mutant lines developed into only males, which lacked genital papilla and had the characteristics of brown fin color (Figure 3D). Both *sycp3* ^*as5d/as5d*^ and *sycp3* ^*as8d/as8d*^ lines were 100% males, (Figure 3E). These *sycp3* ^*as8/as8d*^ males were infertile in mating tests (Figure 3F).

**FIGURE 3:**
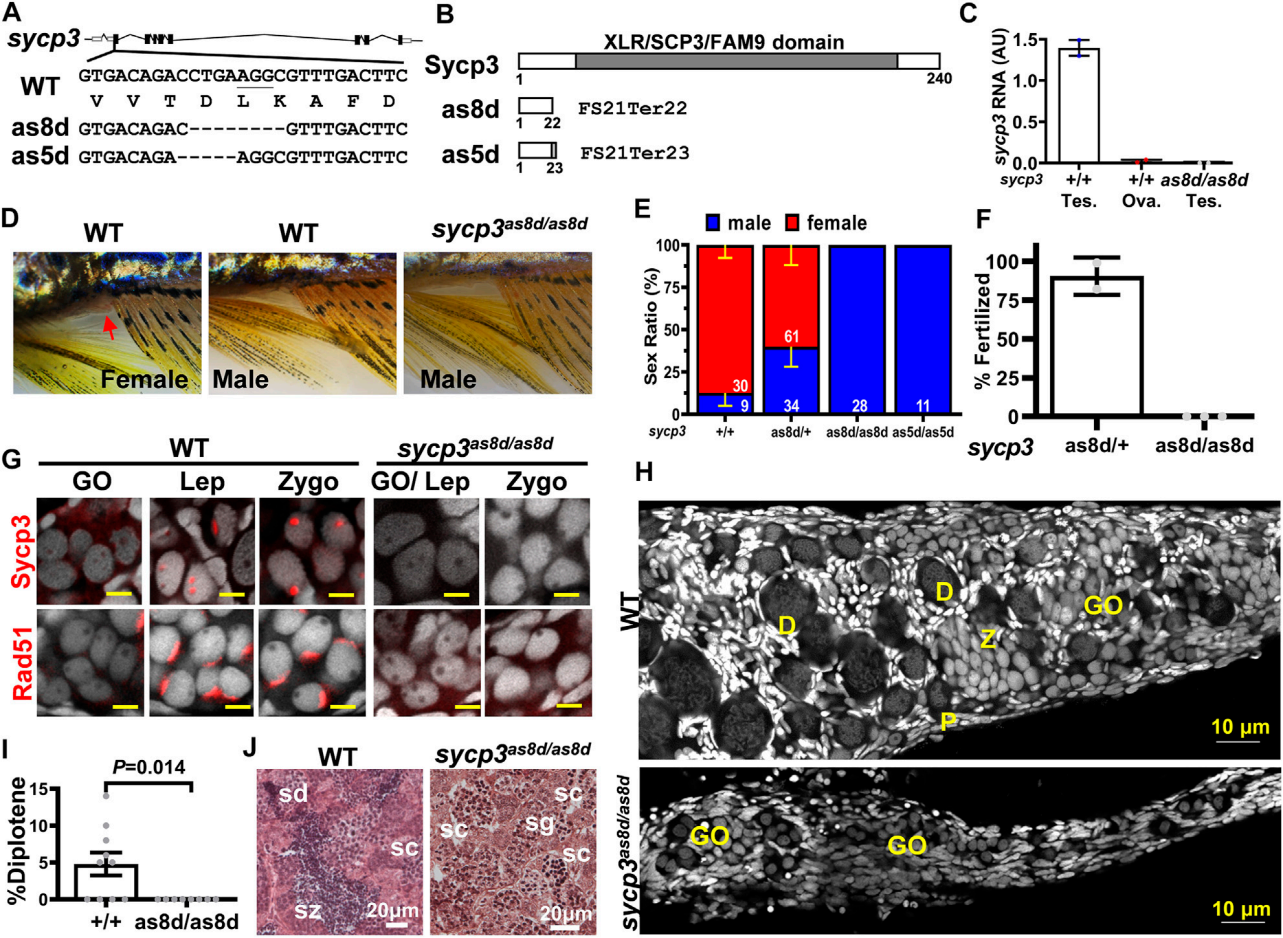
Disruption of sycp3 leads to infertile males with germ cell arrest during meiosis. **(A)**. Maps of *sycp3* and the sites of the mutations. The mutations are located in *sycp3* exon 2. **(B)**. The domain structures of wild type and mutant Sycp3. Both *as8d* and *as5d* mutations cause premature protein termination. **(C)**. The RNA expression of *sycp3* decreased in sycp3 mutant. **(D)**The external morphology of WT and *sycp3* mutants. Females have a genital papilla (arrowhead) and yellowish fins. Males lack genital papilla and their fins are brownish. **(E)**. The Sex Ratio of *sycp3* mutants. The male is represented by the blue bar. Red bar represents females. The numbers of fish used in the analysis are shown inside the bars. **(F)**. Fertilization test showing the frequency of 3-month male fish (genotype indicated below the *X*-axis) to produce offspring. **(G)**. Immunofluorescence staining of 14-dpf WT and *sycp3* ^*as8d/as8d*^ gonads with Sycp3 and Rad51 antibodies (Wilson, High et al.). DAPI staining is shown in white color. The developmental stages of the meiotic germ cells are marked at the top of each figure. GO: gonocyte, Lep: leptotene, Zygo: zygotene. **(H)**. The 1-month WT but not *sycp3* ^*as8d/as8d*^ gonad contain diplotene germ cells. D: diplotene, P: pachytene. **(I)**. Quantitation of the % diplotene germ cells in a gonad. The *p* values were calculated using Student’s *t* test. **(J)**. Testicular morphology showing *sycp3* ^*as8d/as8d*^ mutant germ cells do not go beyond spermatocytes (sc) while WT germ cells reach spermatozoa (sz). sg: spermatogonia, sd: spermatid.

We next examined meiotic germ cells by staining with DAPI and Sycp3 antibody. While Sycp3 was present in leptotene and zygotene germ cells of 14-dpf WT gonads, it was absent in the *sycp3* mutants (Figure 3G), demonstrating that these mutants were devoid of Sycp3. Rad51 recombinase was detected in the WT leptotene and zygotene cells as a cap, but it was absent in the *sycp3* mutant gonads (Figure 3G). This result indicates that *sycp3* mutation has pleiotropic effects affecting other proteins such as Rad51.

We examined the progression of meiosis in *sycp3* mutants at 1 month of age. Germ cells of all stages from gonocyte (GO), leptotene (L), pachytene (P), to diplotene (D) were present in the WT gonad (Figure 3H). But the *sycp3* ^*as8d/as8d*^ gonads did not contain diplotene (D) germ cells (Figures 3H,I). This result indicates that *sycp3* ^*as8d/as8d*^ germ cells cannot progress to the diplotene stage. At 2 months of age, the WT testis contained sperm cells of all developmental stages from spermatogonia to spermatozoa, but the *sycp3* ^*as8d/as8d*^ testis only contained germs cells up to the spermatocyte stage (Figure 3J). It indicates the *sycp3* mutation also causes meiotic arrest of male germ cells. Thus, the failure of zebrafish *sycp3* ^*as8d/as8d*^ germ cells to pass through the pachytene stage of meiosis leads to infertility and female-to-male sex reversal.

### Germ Cell Apoptosis Leads to Sex Reversal of *sycp3* Mutants

Zebrafish sex reversal is often caused by germ cell apoptosis (Rodriguez-Mari et al., 2010). To examine whether sex reversal in *sycp3* mutants is related to germ cell apoptosis, we stained 1-month gonad with a marker for apoptosis, cleaved Caspase 3 (Figure 4A). The number of Caspase-3^+^ GC was significantly higher in *sycp3* ^*as8d/as8d*^ mutant (Figure 4B), indicating increased cell death. Since *tp53* prevents cell apoptosis (Rodriguez-Mari et al., 2010), we crossed *tp53* mutant fish with *sycp3* mutants to prevent their cell apoptosis. While all the *sycp3* ^*as8d/as8d*^ mutants were males, many of *tp53* ^*-/-*^ *;sycp3* ^*as8d/as8d*^ double mutants were females Figure 4C. This result indicates that the prevention of cell apoptosis alleviates zebrafish sex reversal caused by *sycp3* deficiency. These results show that the sex reversal in *sycp3* mutants is caused by germ cell apoptosis.

**FIGURE 4:**
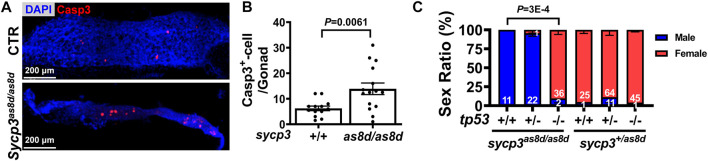
The sex reversal of sycp3 mutant fish is caused by germ cell apoptosis and can be compensated by additional tp53 mutation. **(A)**. The immunostaining of apoptotic marker Caspase-3 (Wilson, High et al.). DAPI staining is blue for nuclei. **(B)**. Quantification results of Caspase-3. Apoptotic germ cells are increased in the 1 month old *sycp3* ^*as8d/as8d*^ gonad. **(C)**. The sex ratios of *tp53* ^*-/*-^;*sycp3* ^*as8d/as8d*^ mutants. While *sycp3* ^*as8d/as8d*^ fish are all males, many females have the *tp53* ^*-/-*^ *;sycp3* ^*as8d/as8d*^ genotype. Blue bar represents males and the red bar represents females.

### Identification of Cell Proliferation That Marks Presumptive Female Germ Cells at 10 dpf

We examined genes that were upregulated in the W- versus Z-hybrid by RNA-seq at 10 dpf and validated some of top differentially expressed genes by qPCR (Figure 5A) and *in situ* hybridization (Figure 5B). Many of these genes are clustered in the same locus of chromosome 17 (Figure 5C), indicating they are probably coordinately regulated. 

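The 5 genes with the largest rise among those called higher in the W-hybrid at 10 dpf were sc:d217, si:dkey-65l23.1, ms4a17a.8, ENSDARG00000077712 and ENSDARG00000111442, the last a gene of the chromosome 17 cluster with a zgc symbol. The first, sc:d217 (ENSDARG00000079645), had 5.23 ± 0.417 TPM (SD, n = 3) in the W-hybrid and 0.247 ± 0.0723 TPM (SD, n = 3) in the Z-hybrid, a log2 fold change of 4.60 (standard error 0.351, adjusted p = 8.28e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The most abundant of them, si:dkey-65l23.1 (ENSDARG00000094538), had 80.9 ± 15.6 TPM (SD, n = 3) and 4.5 ± 1.32 TPM (SD, n = 3), a log2 fold change of 4.33 (standard error 0.263, adjusted p = 5.54e-08 in edgeR). The log2 fold changes of ms4a17a.8 and ENSDARG00000077712 were 4.32 and 4.04. For ENSDARG00000111442, the TPM was 9.64 ± 4.02 (SD, n = 3) and 0.693 ± 0.316 (SD, n = 3), a log2 fold change of 4.03 (standard error 0.425, adjusted p = 2.87e-05 in edgeR), which stayed between 3.54 and 4.34 with each library left out in turn. The 5 genes with the largest fitted fall had 3 counts or fewer in each W-hybrid library. They were at least 34.5-fold (si:ch211-160d14.9), 33.7-fold (si:ch211-160d14.11), 33.6-fold (si:ch211-262i1.2), 31.3-fold (ENSDARG00000025783) and 22.5-fold (si:ch211-14a11.2) lower in the W-hybrid. Most of these genes carry the names of sequenced clones, and reads shared with near-identical copies could have been split between copies in the authors' counting, so their values are uncertain to that extent. By Smart-seq at 12 dpf, si:ch211-160d14.9 and si:ch211-160d14.11 were at 6.15 and 24.4 TPM in Z-hybrid replicate 1. The other Z-hybrid libraries reached at most 0.65 and 2.77 TPM, and W-hybrid replicate 1 had 4.87 and 19.2 TPM. Their fall therefore did not follow the hybrid at 12 dpf. At 14 dpf si:ch211-160d14.9 was at 52.3 and 38.6 TPM in the W-hybrid and 15.1 TPM in the Z-hybrid. The fall of si:ch211-262i1.2 was called at 12 dpf too.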

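Of the genes the paper places in this cluster, 1 with a zgc symbol (ENSDARG00000111442) is paired with an identifier by the table of symbols, and the others were not analysed here. By Smart-seq at 12 dpf it had 4.12 ± 1.01 TPM (SD, n = 4) in the W-hybrid and 0.528 ± 0.169 TPM (SD, n = 4) in the Z-hybrid, a log2 fold change of 2.89 (standard error 0.424, adjusted p = 0.00413 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the minimum of 5 TPM for a call. By Quartz-seq it was at 1.53 and 2.54 TPM in the 12-dpf W-hybrid and at 0 TPM in the Z-hybrid, at least 6.15-fold higher (adjusted p = 0.0598 in edgeR). At 14 dpf it was at 1.27 and 2.38 TPM in the W-hybrid and at 0.16 TPM in the Z-hybrid, where it had 3 counts (adjusted p = 0.242 in edgeR). It was at 0 TPM in both trunk libraries. The paper describes these genes as possible paralogs, and the authors' counting could have split reads between such copies.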

Because these genes are all novel genes, their detailed functions still await further characterization. The only clue is that some of these genes (e.g., *FO704836.1, FO834825.3, zgc:112399*) were annotated to be involved in cell proliferation, while zgc:113886 and zgc:100951 were annotated to be C2H2-type zinc finger proteins that participate in pol2 transcription.

**FIGURE 5:**
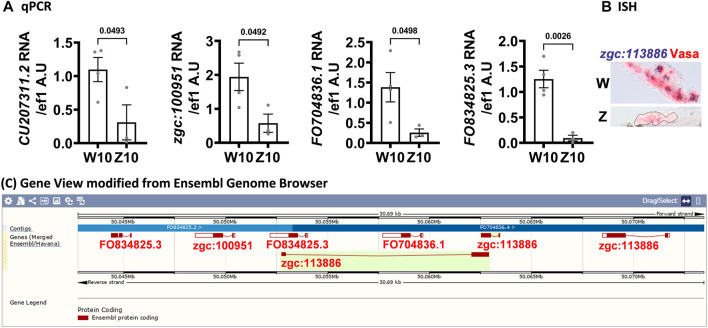
Genes clustered on chromosome 17 are upregulated in 10-dpf germ cells of the W-hybrid. **(A)**. Higher expression of CU207311.2, zgc:100951, FO704836.1, FO834825.3, in the W-hybrid than the Z-hybrid at 10 dpf as detected by RT-PCR. The *Y*-axis is the RNA level in arbitrary units (A.U.) after normalization with an internal control (*ef1*). **(B)**. The expression of *zgc:113886* (blue-purple) is higher in the W-hybrid shown by *in situ* hybridization. Vasa antibody stains germ cells red in Alexa fluor 546. **(C)**. All these upregulated genes are clustered in the same locus on chromosome 17 as shown by the Ensembl Gene view.

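At 10 dpf, the 50 mitosis genes had a median log2 fold change of 0.33 between the W- and Z-hybrids, with 39 above 0 (camera from limma, adjusted p = 0.000143). With fry from limma, the adjusted p was 0.182. Of the 10 splits of the 6 libraries into 3 and 3, 4 gave a camera p as small, the real split included. This p alone therefore does not tie the shift of the mitosis genes to the hybrid. Of these genes, 12 were called higher and 2 lower in the W-hybrid, and 20 passed when adjusted over the list alone. With each library left out in turn, the median ranged from 0.23 to 0.46, and the count called higher from 3 (without W-hybrid replicate 1) to 21 (without Z-hybrid replicate 3). The 45 DNA replication genes had a median of 0.16, with 30 above 0 (camera from limma, adjusted p = 0.123). Of these, 6 were called higher and 4 lower (from 4 to 9 and from 1 to 8 with each library left out), and 28 passed when adjusted over the list alone. The 41 meiosis genes had a median of -0.03, with 20 above 0 (camera from limma, adjusted p = 0.655). Of these, 2 were called higher and 5 lower (from 0 to 6 and from 2 to 5 with each library left out), and 15 passed when adjusted over the list alone. The median log2 fold change of all genes tested was -0.04, and -0.13 with library size alone, under which the mitosis median was 0.24.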

Upon gene ontology analysis, the 668 genes upregulated in the 10-dpf transcriptome of the W-hybrid were found to participate in such processes as chromosome segregation (GO:0007059) and cell cycle (GO:0007049) (Figure 6A). These genes were differentially expressed at 10 dpf, but the difference gradually waned down at 12 and 14 dpf (Figure 6B). This suggests that presumptive female gonad is characterized by an initial accelerated cell proliferation at 10 dpf.

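The 615 genes called higher in the W-hybrid at 10 dpf had a median log2 fold change of 0.75 at that age, from the libraries they were chosen on. At 12 dpf by Smart-seq the median was 0.03, with 323 of the 615 genes above 0 and 13 called higher. This median was -0.03 without W-hybrid replicate 4 and -0.02 without Z-hybrid replicate 1, so its direction is not fixed. At 12 dpf by Quartz-seq the median was 1.43, with 471 of 599 genes above 0 and 174 called higher, and it was 1.27 with the 129 genes below the limit of detection in a hybrid at their bound. At 14 dpf by Quartz-seq the median was 0.59, with 405 of 599 genes above 0 and 47 called higher, and it was 0.34 without W-hybrid replicate 2. Over all 21675 genes tested, the change of the hybrid difference from 10 to 12 dpf by Smart-seq passed for 0 in edgeR. An unadjusted p under 0.05 was found for 3726 in edgeR, and 506 passed by DESeq2. Adjusted over the 1434 genes called at 10 dpf alone, the change passed for 581 in edgeR, of which 579 moved toward 0. These genes were chosen on the same 10-dpf libraries. Within the W-hybrid, the median level of the 615 genes was 50.1 TPM at 10 dpf and 44.2 TPM at 12 dpf by Smart-seq, and 12.7 TPM at 12 dpf and 14.5 TPM at 14 dpf by Quartz-seq. The mitosis list, which was not chosen on these libraries, fell in the W-hybrid from 10 to 12 dpf by Smart-seq by a median log2 fold change of -0.30, with 6 of 50 genes above 0. None of its genes was called or passed when adjusted over the list alone, and 2 rose and 13 fell with an unadjusted p under 0.05. From 12 to 14 dpf by Quartz-seq its median in the W-hybrid was -0.08, with 19 of 50 genes above 0. Between the hybrids its median was 0.33 at 10 dpf and -0.09 at 12 dpf by Smart-seq (0.10 without Z-hybrid replicate 2), and 0.78 at 12 dpf and 0.38 at 14 dpf by Quartz-seq, with 39 and 33 of 50 genes above 0.

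**Figure D2:**
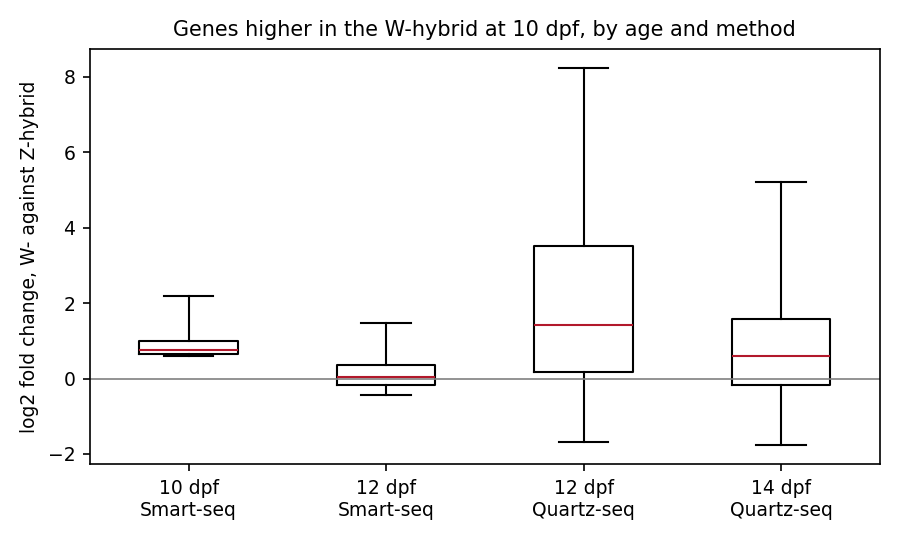
Log2 fold change between the W- and Z-hybrids (y axis) of the 615 genes called higher in the W-hybrid at 10 dpf, by age and method (x axis). Boxes span the middle quartiles, red lines are medians and whiskers leave out the outermost 5% of genes at each end. The medians are 0.75, 0.03, 1.43 and 0.59 from left to right, and the Quartz-seq values of genes below the limit of detection depend on the prior count.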

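Among the mitosis and DNA replication genes called higher in the W-hybrid at 10 dpf, RRM2 (ENSDARG00000020711) had 88.1 ± 23.2 TPM (SD, n = 3) in the W-hybrid and 46.6 ± 3.88 TPM (SD, n = 3) in the Z-hybrid, a log2 fold change of 1.27 (adjusted p = 0.000189 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 12 dpf by Smart-seq this gene was not called, at 45.1 to 107 TPM in the W-hybrid and 106 to 210 TPM in the Z-hybrid. A second gene with the symbol RRM2 (ENSDARG00000078069) was called higher at 12 dpf by Smart-seq, with a log2 fold change of 1.48, a call that held in 5 of the 8 fits that each left out 1 library. At 10 dpf the second gene overlapped between the hybrids, at 72.6 to 134 TPM in the W-hybrid and 86.2 to 134 TPM in the Z-hybrid. CDK1 (ENSDARG00000087554) had 721 ± 48.6 TPM (SD, n = 3) and 435 ± 106 TPM (SD, n = 3), a log2 fold change of 0.92 (adjusted p = 0.00357 in edgeR). CDC6 (ENSDARG00000009942) had 122 ± 23.2 TPM (SD, n = 3) and 75.9 ± 7.29 TPM (SD, n = 3), a log2 fold change of 0.87 (adjusted p = 0.00183 in edgeR). RPA3, spc24, CCNB1, cdca8, MAD2L1 and plk1 were called higher too, with log2 fold changes of 0.85, 0.84, 0.80, 0.77, 0.76 and 0.75, and CCNB1 was not called by DESeq2. The genes called lower were MCM7, bub1, POLA1, MCM3, SMC4 and POLD1, with log2 fold changes of -1.12, -0.91, -0.79, -0.68, -0.62 and -0.62. In the 6 fits that each left out 1 library, the call of CCNB1 held in 1. The calls of cdca8, plk1, bub1, MCM3 and SMC4 held in 2 of these fits and that of POLD1 in 3. The call of MCM7 was lost without W-hybrid replicate 1. PCNA (ENSDARG00000054155) had a log2 fold change of 0.08 (adjusted p = 0.733 in edgeR). From the chromosome segregation and cell cycle genes among those higher in the W-hybrid at 10 dpf, and from their fall at the later ages, the paper proposes that faster cell proliferation at 10 dpf characterizes the presumptive female gonad.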

**FIGURE 6:**
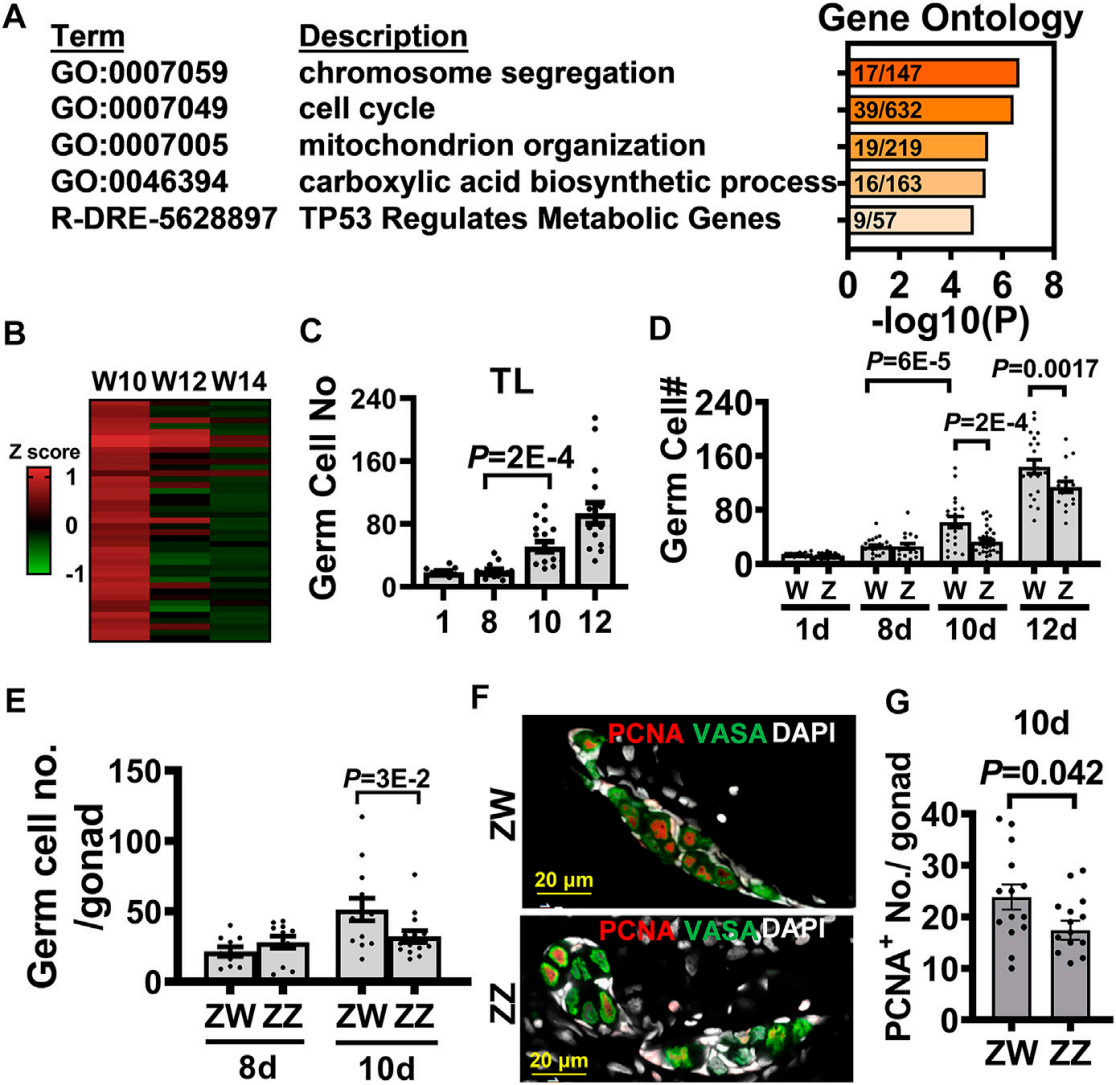
Transcriptome analysis of 10-dpf germ cells identifies the advanced germ cell proliferation as a sign of zebrafish female differentiation. **(A)**. Gene ontology analysis of 668 differentially expressed genes (DEGs) upregulated in the 10 dpf W-hybrid. **(B)**. The heat map of DEGs in the pathways of chromosome segregation (GO:0007059) and cell cycle (GO:0007049) are high in the W-hybrid at 10 dpf and gradually decreased at 12 and 14 dpf. The expression level is normalized by a z-score **(C)**. The germ cell numbers of TL laboratory strain at 1, 8, 10, and 12 dpf. Germ cells significantly proliferate at 10 dpf. **(D)**. The germ cell numbers of W- and Z-hybrid become different from 10 dpf on. **(E)**. Germ cell number in ZW genotype of Nadia is higher than that in ZZ gonad at 10 dpf. **(F)**. Double immunofluorescence showing PCNA staining for proliferating germ cell and Vasa (green) for germ cells. DAPI staining is white for nuclei. **(G)**. Quantitation of PCNA^+^-germ cells, showing ZW gonads contain more proliferating germ cells than ZZ gonads at 10 dpf. One dot represents data from one gonad. The two-tailed and unpaired student *t*-test used for statistical analysis.

We further examined cell proliferation by counting germ cell number and found that they started to increase in the TL laboratory strain at 10 dpf (Figure 6C). In the Nadia/TL hybrid, the germ cell numbers were indistinguishable at 8 dpf, but became higher in the W-hybrid starting from 10 dpf (Figure 6D). The Z-hybrid did not increase its germ cell number until 12 dpf, and their germ cell numbers were lower than that in the W-hybrid. In the Nadia (NA) strain, the germ cell numbers in the ZW were also higher than those in the ZZ gonads at 10 dpf (Figure 6E). We examined cell proliferation by PCNA staining (Figure 6F), which marks the S phase of the cell cycle (Schonenberger et al., 2015). There were more PCNA^+^-germ cells in the ZW than ZZ gonads at 10 dpf (Figure 6G). This suggests that the dimorphic increase of germ cells is the first sign of sex differentiation in zebrafish.

## Discussion

In this study, we analyzed transcriptomes of zebrafish germ cells at the earliest time of sex differentiation, and found female differentiation is characterized by the increased cell proliferation and advanced meiosis. We also generated mutants deficient in meiotic gene, *sycp3*, and found mutants were exclusively infertile males with a block in meiosis followed by germ cell apoptosis. We conclude that female sex differentiation is marked by increased germ cell proliferation followed by advanced meiosis.

### The Earliest Sign of Sex Differentiation Is Germ Cell Proliferation at 10 dpf

Zebrafish sex is difficult to study because their gonad differentiation is affected by environmental factors such as temperature, density, food intake, etc. To delineate mechanisms of sex differentiation, it is crucial to study the early period when the perturbation of environmental factors is at its minimum. Zebrafish reach its sexual maturity at around 3 months of age. Testes start to develop at around 1 month of age, and ovaries at around 3 weeks of age. Most studies so far focus on these time periods and ignore the sex determination window when the first signs of sexual dimorphism occur. Here we show that the earliest sign of sexual dimorphism is the difference of germ cell proliferation, which is reflected by the increased germ cell number in 10-dpf presumptive females. We show that germ cells remain dormant after they reach the gonad at 1 dpf till 8 dpf, and germ cell numbers start to increase at 10 dpf in both the TL domesticated strain and wildtype Nadia strain. It implies that the function of the putative female-dominant sex-determining gene in the W locus is probably involved in directing cell proliferation at 8–10 dpf. This hypothesis remains to be tested after the elusive sex-determining gene is identified.

We show here that the first sign of sex dimorphism in zebrafish is germ cell proliferation in females. This is in contrast with the results found in mammalian system, which is characterized by the initial changes in the testicular sertoli cells (Spiller et al., 2017). This difference may be reflected by the characteristics of the sex-determining system in the female dominant ZW/ZZ system versus the male dominant XX/XY system. Zebrafish germ cells seem to have pivotal roles as opposed to somatic cells in mammals, and zebrafish females are dominant over males in sex differentiation. Further detailed evolutionary studies will be necessary to provide more answers to the differences of the sex-determination systems.

### Novel Genes Cluster on Chromosome 17

Our 10-dpf RNA-seq reveals a cluster of genes (*FO704836.1, FO834825.3, zgc:*100951 and *zgc:113886*) in chromosome 17 upregulated in presumptive female germ cells of the W-hybrid (Figure 5C). This region has not been well sequenced, and their gene names are often overlapped in the latest version of zebrafish genome GRCz11. It is possible that there are more or fewer genes in this cluster, or some of these genes are duplicated in tandem with high sequence homology. Two of these genes, *FO704836.1, FO834825.3,* are also called *zgc:112399* in the other databases (Uniport and Alliance of Genome Resources). These genes (*FO704836.1, FO834825.3, zgc:100951*) are either paralogous genes or the same gene given different names*.* The *zgc:112399* gene is annotated to participate in cell proliferation. The *zgc:*113886 gene is annotated to encode a C2H2-type zinc finger protein, which have the DNA-binding transcription factor activity and the RNA polymerase II-specific regulation. It is possible that genes in this locus are involved in cell proliferation and consequently associated with female differentiation. But this requires more definitive characterization of the gene locus and further gain- or loss-of-function examination to exmine the functions of these genes.

### Germ Cell Numbers Determine Zebrafish Sex Differentiation Patterns

The numbers of germ cells are crucial for female gonad differentiation in zebrafish. Here we show that germ cell numbers become sex dimorphic at 10 dpf, and many genes associated with cell growth are upregulated in our transcriptomic analysis. Our results are consistent with earlier publications showing that abundance of germ cells promote female differentiation (Ye et al., 2019), and decreased germ cells lead to male development (Slanchev et al., 2005; Rodriguez-Mari et al., 2010). Germ cell proliferation is also critical for meiosis. Cdc20, the regulator of cell division, promotes female meiosis I and controls the segregation of sister chromosome in mice (Jin et al., 2010). The mutation of zebrafish *e2f5* leads to repression of cell cycle progression forming only males (Chong et al., 2018). Although the dominant factors that trigger female germ cell proliferation are still elusive, our results show that presumptive female germ cells in zebrafish advance their growth and meiosis as early as 10 dpf.

### Male Differentiation Directly or *via* Oocyte Apoptosis?

The mechanism of zebrafish testis differentiation is an issue filled with contradictory reports. Many studies find that oocyte apoptosis leads to male development after the ovary is initially formed (Uchida et al., 2002). We also find that germ cell apoptosis at 1 month of age leads to final male development in the *sycp3*-null mutants. But a direct male development pathway without going through a juvenile female phase has also been detected. Male-specific genes such as *sox9a* are expressed in a sex-dimorphic pattern at around 21 dpf (Tong et al., 2010), before the appearance of oocyte apoptosis. This points to a pathway leading to male differentiation directly from bipotential gonads. We find that female development is associated with increased germ cell proliferation and advanced meiosis at the earliest time of sexual differentiation, also pointing to an early intrinsic pathway of sex differentiation. It appears that both the initial intrinsic pathway and the later pathway caused by germ cell apoptosis can lead to final testis development. It also indicates that zebrafish sexual differentiation is very plastic and can alter in response to environmental changes.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Zebrafish Establish Female Germ Cell Identity by Advancing Cell Proliferation and Meiosis
**Source:** Front Cell Dev Biol. 2022 Apr 4;10:866267. doi: 10.3389/fcell.2022.866267
**Supplement:** Supplementary file 1

## **Supplementary Materials**

### **Zebrafish establish female germ cell identity by advancing cell proliferation and meiosis**

You-Jiun Pan<sup>1,2</sup>, Sok-Keng Tong<sup>1</sup>, Chen-wei Hsu<sup>1</sup>, Jui-Hsia Weng<sup>1,3</sup>, and Bon-chu Chung<sup>1</sup>

This supplement contains two Supplementary Tables and two Supplementary Figures. The RNAseq data sets has been uploaded to the Gene Expression Omnibus database with the accession number: GSE196899

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196899>).

**Supplementary Table S1. Key Resources.** All key resources used in this article are listed here.

| Reagent or resource                                                                                                                                             | Source                                                                             | Identifier                         | Note          |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------|------------------------------------|---------------|
| Experiment animal                                                                                                                                               |                                                                                    |                                    |               |
| Zebrafish/TL                                                                                                                                                    | Zebrafish International Resource Center                                            | https://zfin.org/ZDB-GENO-990623-2 |               |
| Zebrafish/Nadia                                                                                                                                                 | From Dr. John H. Postlethwait                                                      | (Wilson, High et al. 2014)         |               |
| Antibodies                                                                                                                                                      |                                                                                    |                                    |               |
| Vasa<br>Rabbit polyclonal against recombinant protein encompassing a sequence within the center region of zebrafish Vasa.                                       | GeneTex                                                                            | GTX128306                          | IF<br>1 : 500 |
| Sycp3<br>Rabbit polyclonal against synthetic peptide corresponding to Human SCP3 aa 200 to the C-terminus (C terminal) conjugated to keyhole limpet haemocyanin | Abcam                                                                              | ab150292                           | IF<br>1 : 200 |
| Rad51<br>Rabbit polyclonal                                                                                                                                      | Abcam                                                                              | ab137323                           | IF<br>1 : 200 |
| PCNA<br>Mouse monoclonal Rat PCNA-protein A fusion protein                                                                                                      | Dako                                                                               | M0879                              | IF<br>1 : 500 |
| Casp3<br>Cleaved Caspase-3 (Asp175)<br>Rabbit polyclonal                                                                                                        | Cell Signaling Technology                                                          | Cat.#9661                          | IF<br>1 : 400 |
| Oligonucleotides                                                                                                                                                |                                                                                    |                                    |               |
| Genotype primer                                                                                                                                                 |                                                                                    |                                    |               |
| NA-F                                                                                                                                                            | CCGGCCCTCAAGGACCGAAA                                                               |                                    |               |
| NA-R                                                                                                                                                            | GGTTGCTCAAGTGTTGGTGAGA                                                             |                                    |               |
| sycp3 sgRNA-sequence-F                                                                                                                                          | CGCAAATACTCCTCAAAAACC                                                              |                                    |               |
| sycp3 sgRNA-sequence-R                                                                                                                                          | CAGCACACAAGGGTCAAATAAA                                                             |                                    |               |
| sgRNA primer                                                                                                                                                    |                                                                                    |                                    |               |
| sycp3 sgRNA                                                                                                                                                     | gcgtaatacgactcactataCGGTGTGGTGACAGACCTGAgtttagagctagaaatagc                        |                                    |               |
|                                                                                                                                                                 |                                                                                    |                                    |               |
| Guide-constant oligo                                                                                                                                            | AAAGCACCGACTCGGTGCCACTTTTTCAA<br>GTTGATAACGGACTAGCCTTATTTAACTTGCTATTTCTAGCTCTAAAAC |                                    |               |
| qPCR primer                                                                                                                                                     |                                                                                    |                                    |               |
| EEF1a1-F                                                                                                                                                        | AGC AGC AGC TGA GGA GTG AT                                                         |                                    |               |

|                                               |                            |                       |                          |
|-----------------------------------------------|----------------------------|-----------------------|--------------------------|
| EEF1a1-R                                      | TGG TTC TCT TGT CGA TTC CA |                       |                          |
| Q-CU207311.2-F                                | CAGACATTTTCAGGGCTGCCA      |                       |                          |
| Q-CU207311.2-R                                | CAGACGACACAAACAGAGCAA      |                       |                          |
| Q-zgc:100951-F                                | ACATGTGATCAGTGTCTGAAGAGT   |                       |                          |
| Q-zgc:100951-R                                | GGGAAACCGTTTTGCTGCAT       |                       |                          |
| Q-FO704836.1-F                                | TGCGGCCAAAAATTTTAGGGCTT    |                       |                          |
| Q-FO704836.1-R                                | CACACCAGTGTGGATCTTCTGA     |                       |                          |
| Q-FO834825.3-F                                | CACAAATGTGATCAATGCGGC      |                       |                          |
| Q-FO834825.3-R                                | TGTGTTCTTTAATTTGTTCCGTGTA  |                       |                          |
|                                               |                            |                       |                          |
| QuantiFast SYBR Green RT-PCR Kit (2000)       | QIAGEN                     | 204156                |                          |
| DyLight™ 488 Microscale Antibody Labeling Kit | Thermo Scientific          | 53025                 |                          |
|                                               |                            |                       |                          |
| PCR Purification Kit                          | QIAquick                   | Cat. #28106           |                          |
| MEGAscript T7 Transcription Kit               | Thermo Scientific          | AM1354                |                          |
| TRUECUT CAS9 PROTEIN V2                       | Thermo Scientific          | A36498                |                          |
| Mob II                                        | BioLabs                    | Cat.#R0148            | For tp53 fish genotyping |
|                                               |                            |                       |                          |
| DNA Screening Kit                             | QIAxcel                    | Cat. #929004          | For sycp3 genotyping     |
| Normal Goat Serum                             | Jason Immuno Research      | Cat.#005-000-121      |                          |
| Collagenase Type 4                            | Worthington                | Cat. #LS004188        |                          |
|                                               |                            |                       |                          |
| <b>Transcriptome</b>                          |                            |                       |                          |
| SMART-seq HT Kit                              | Clontech (Takara Bio)      | Cat. 634437 (96 rxns) |                          |
| Nextera XT DNA Library Prep Kit               | Illumina                   | FC-131-1096 (96 rxns) |                          |
| Qubit dsDNA HS assay Kit                      | Invitrogen                 | Q32854                |                          |
| Agilent High Sensitivity DNA Kit              | Agilent                    | 5067-4626             |                          |
| Agilent 2100 bioanalyzer                      | Agilent                    | G2938B                |                          |
| Ampure XP                                     | Agencount                  | A63881                |                          |
| NetSeq500 (equipment)                         | Illumina                   | NB501708              |                          |
| NetSeq500 High Output kit v.2                 | Illumina                   | FC-404-2001           |                          |
| NetSeq500 System Suite Version                | Illumina                   | 2.2.0                 |                          |
| NetSeq500 Control Software Version            | Illumina                   | 2.2.0                 |                          |
|                                               |                            |                       |                          |
|                                               |                            |                       |                          |

| <b>cDNA preparation from Quartz-Seq</b>          |                                                                                                                                                                     |                   |  |
|--------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------|--|
| 10x TaKaRa Taq buffer (Mg <sup>2+</sup> )        | TaKaRa                                                                                                                                                              | 9151A             |  |
| Rnasin Plus Ribonuclease Inhibitor               | Promega                                                                                                                                                             | N2611,<br>N2615   |  |
| SuperScript III Rnase H- Reverse Transcriptase   | Life Technologies                                                                                                                                                   | 18080-044         |  |
| 0.1 M DTT (supplied with Enzyme)                 | Life Technologies                                                                                                                                                   | 18080-044         |  |
| 10mM dNTP Mix                                    | Life Technologies                                                                                                                                                   | 18427-013         |  |
| Exonuclease I                                    | TaKaRa                                                                                                                                                              | 2650A             |  |
| 10x Exo I buffer (supplied with Enzyme)          | TaKaRa                                                                                                                                                              | 2650A             |  |
| Rnase H                                          | Life Technologies                                                                                                                                                   | 18021-014         |  |
| 100 mM dATP                                      | Life Technologies                                                                                                                                                   | 10216-019         |  |
| Terminal Transferase(Tdt), recombinant           | Roche                                                                                                                                                               | 3333574           |  |
| 10 % NP-40                                       | Thermo Scientific                                                                                                                                                   | 28324             |  |
| MightyAmp DNA Polymerase Ver.2                   | TaKaRa                                                                                                                                                              | R071A,<br>R071B   |  |
| 2x MightyAmp Buffer Ver.2 (supplied with Enzyme) | TaKaRa                                                                                                                                                              | R071A,<br>R071B   |  |
| DNA Clean & Concentrator -5                      | ZYMO RESEARCH                                                                                                                                                       | D4013,<br>D4014   |  |
| Agencourt AMPure XP                              | BEKMAN COULTER                                                                                                                                                      | A63880,<br>A63881 |  |
|                                                  |                                                                                                                                                                     |                   |  |
| <b>Software</b>                                  |                                                                                                                                                                     |                   |  |
| BD FACSDiva software                             | Becton Dickinson biosciences                                                                                                                                        | v6.2              |  |
| GraphPad Prism                                   | <a href="https://www.graphpad.com/">https://www.graphpad.com/</a>                                                                                                   |                   |  |
| Imaris x64 9.8                                   | <a href="https://imaris.oxinst.com/packages">https://imaris.oxinst.com/packages</a>                                                                                 |                   |  |
| Zeiss Zen 2009 (Black edition)                   | <a href="https://www.zeiss.com/microscopy/int/products/microscope-software/zen.html">https://www.zeiss.com/microscopy/int/products/microscope-software/zen.html</a> |                   |  |
| CHOPCHOP                                         | <a href="https://chopchop.cbu.uib.no/">https://chopchop.cbu.uib.no/</a>                                                                                             |                   |  |
| Benchling                                        | <a href="https://benchling.com/editor">https://benchling.com/editor</a>                                                                                             |                   |  |

**Supplementary Table S2. List of samples batches used for RNA-seq analysis.** Germ cells from the W- and Z-hybrids were collected in different batches and cDNA libraries prepared using two different methods in two different sets of experiments. In first sequencing experiment, there are two batches of W and one batch of Z samples at 12- and 14 dpf, and their cDNA were performed by Quartz-seq. In second sequencing experiment, there are triplicated batches W and Z at 10 dpf, and quadruplicated batches W and Z at 12 dpf. The cDNAs of second sequencing were prepared by Smart-seq HT. The trunk tissues are used as a negative control.

| #               | Stage             | Sample | no. of Sample Batches | Method cDNA Preparation |
|-----------------|-------------------|--------|-----------------------|-------------------------|
| 1 <sup>st</sup> | 12 dpf            | W      | 2                     | Quartz-seq              |
|                 |                   | Z      | 1                     |                         |
|                 | 14 dpf            | W      | 2                     |                         |
|                 |                   | Z      | 1                     |                         |
| 2 <sup>nd</sup> | 10 dpf            | W      | 3                     | Smart-seq HT            |
|                 |                   | Z      | 3                     |                         |
|                 | 12 dpf            | W      | 4                     |                         |
|                 |                   | Z      | 4                     |                         |
|                 | Neg. Ctrl (trunk) |        | 2                     |                         |

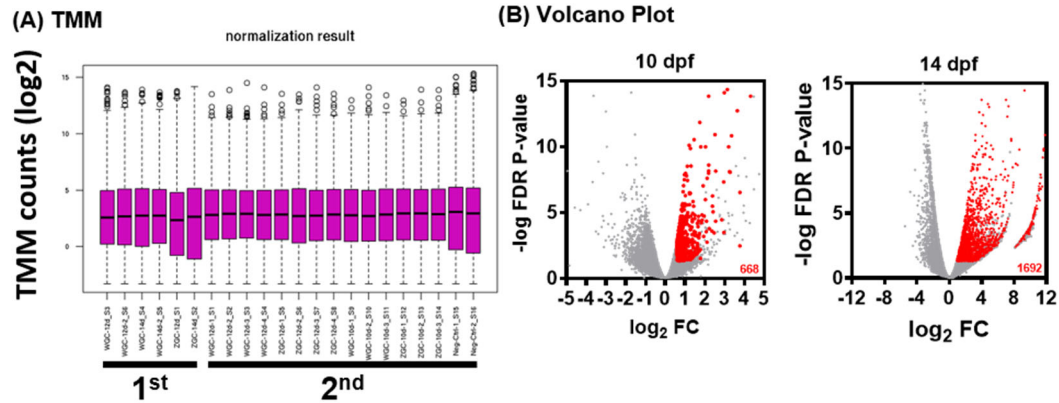

**Supplementary Fig. S1. The Quality control of the transcriptomic analysis and volcano plots of 14- and 10-dpf transcriptomes**

A box plot showing the normalization of RNA-seq results by the method of Trimmed Mean of the M-values (TMM) from the edgeR package R program. The X-axis shows all the sample batches used in RNA-seq. All these batches of samples have similar TMM counts, therefore can be compared. 

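Over the 22 libraries, the TMM factors computed from the rounded expected counts ranged from 0.57 in a trunk library to 1.23 in a 10-dpf Z-hybrid library. After TMM scaling, the median log2 CPM ranged from 1.18 to 1.56 over the 14 Smart-seq germ cell libraries and from 1.19 to 1.27 over the 4 W-hybrid Quartz-seq libraries. It was 0.83 in the 12-dpf and 0.65 in the 14-dpf Z-hybrid Quartz-seq library, and 1.37 and 1.12 in the trunk libraries. The lower quartile was -2.47 and -3.31 in these Z-hybrid libraries, and lay between -2.55 and -1.86 in the W-hybrid Quartz-seq libraries. The 10 most abundant genes took from 4.35% to 6.34% of the counts in the Smart-seq germ cell libraries, from 8.07% to 9.36% in the Quartz-seq libraries, and 13.3% and 15.3% in the trunk libraries.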

(B) The volcano plots show differentially expressed genes (DEGs) at 10- and 14-dpf. FC: fold change of gene expression in W- and Z-hybrid. FDR: false discovery rate. There are 668 genes upregulated in the W-hybrid compared to the Z-hybrid at 10 dpf and 1692 genes in 14 dpf (upregulated genes labeled in red dots, others genes labeled in gray).

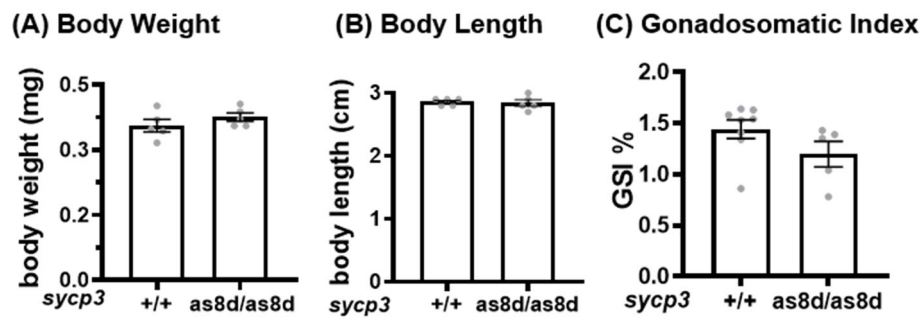

**Supplementary Fig. S2. The gonad morphology of *sycp3* mutants.**

(A) The body weight, (B) body length, and (C) gonadosomatic index (GSI%) of 6-month *sycp3* deficient mutants (*as8d/as8d*) are not changed.

How the deposited data were processed for this re-analysis (not part of the article)

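Germ cells sorted from W- and Z-hybrid larvae at 10, 12 and 14 dpf, and trunk cells as a negative control, were sequenced by the authors in 22 libraries. Supplementary Table S2 gives Quartz-seq for 6 germ cell libraries at 12 and 14 dpf and Smart-seq HT for the other 14 germ cell libraries at 10 and 12 dpf and the 2 trunk libraries. The authors mapped the reads to GRCz11. The expected counts per gene that the authors deposited are those of RSEM, which shares reads that map to several genes between them, so that they need not be whole. The TPM values the authors deposited come from the same program, which divides by the effective gene length and scales each library to the same total. The gene length in the deposited files, a weighted mean over the transcripts of a gene, was used for 1 check. The paper's methods name edgeR's TMM for normalization. Of the 32057 genes in each file, 28988 (90.4%) have a symbol in the table that pairs Ensembl identifiers with symbols.

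Samples were grouped by hybrid, age and method, as the sample records and Supplementary Table S2 give them. The unnumbered Quartz-seq batch of the W-hybrid was taken as replicate 1. No library was a copy of another of its group. Total counts lay between 13556592 and 37224647 per library. Groups with 3 counts or fewer in every library were taken as below the limit of detection, and fold changes against them are given as lower bounds.

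Expected counts were rounded to whole numbers. In R 4.3.3, edgeR 4.0.16 was used with TMM scaling, filterByExpr on the groups of the fit, robust quasi-likelihood fits and a prior count of 2 for log2 CPM, with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05, a fold change of at least 1.5 and a mean TPM above 5 in the higher group, the criteria the paper states. The comparisons were W- against Z-hybrid at 10 dpf, at 12 dpf by each method and at 14 dpf, 12 against 10 dpf within each hybrid by Smart-seq, 14 against 12 dpf in the W-hybrid by Quartz-seq, Quartz-seq against Smart-seq in the 12-dpf W-hybrid, and the interactions of hybrid with age and of hybrid with method. Gene lists were tested with camera from limma 3.58.1 (inter-gene correlation of 0.01) and with fry. DESeq2 1.42.0 served as an alternative test. Standard errors are the absolute log2 fold change divided by the square root of the F statistic of edgeR's test.

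The lists were compiled by hand. They cover meiosis (41 genes found), mitosis (50), DNA replication (45), germ cells (19), early oocytes (13), muscle (30), epidermis (10), blood (7), gonadal somatic cells (16), and pancreas and gut (21). The genes named in the text are those the paper names, the 5 called genes with the largest log2 fold change in each direction of each comparison between the hybrids among those whose W-hybrid libraries all lie on the same side of the Z-hybrid libraries, and the called members of the meiosis, mitosis and DNA replication lists. Not every called member of the lists is named, and the others are counted. Some genes that the rule covers are not reported here. Genes whose symbols hold digits that read as a value are given by their Ensembl identifier. The thresholds, the fits, the gene lists, the rule for named genes and the alternatives were set before the data were examined, except where an alternative is said to have been chosen after seeing the data.

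The tests were tested on simulated data, with counts drawn from the means, spreads and totals of the real libraries and 200 genes changed by a log2 fold change of 2. The changed genes were drawn only from those with a higher mean count, and no minimum of TPM was applied. The shares called below therefore do not cover genes with low counts. With 2 against 1, the Z-hybrid library was drawn with the spread of the W-hybrid batches. With 3 against 3 libraries as at 10 dpf, 93.5% of the changed genes among 19643 were called, and 8.78% of the calls were unchanged genes. With 4 against 4 as at 12 dpf by Smart-seq, these were 96.5% among 19551 genes and 5.85%. With 2 against 1 in the fit of 6 libraries, they were 46.5% among 22094 genes and 7%. No changed gene was called in the wrong direction in these 3 simulations.

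The alternatives were DESeq2, library size alone in place of TMM, other filters on low counts and on TPM, a fit of more or fewer libraries, thinning of the counts to the smallest library total, a term for the replicate number, other set tests, and leaving out each library in turn. Gene ontology terms and Metascape were not used here, and neither was a genome. Of the genes of the chromosome 17 cluster, only ENSDARG00000111442 is paired with an identifier by the tables, and the others were not analysed here. The table of gene order that was used for names and neighbours is of GRCz12tu, another build than that of the files, so no coordinates are given. Experiments on mutants, in situ hybridization, germ cell counts and immunostaining were not analysed here.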

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

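The tests of depth on the difference between the methods, of rare transcripts and of collections of cells on the meiosis list, of parental haplotypes on the genes with the same sign at every age, of the rare transcripts with no minimum of TPM, and of every regrouping of the 12-dpf libraries were chosen only after the result was seen.

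At 12 dpf, the difference between the W- and Z-hybrids was not the same by both methods. It changed with the method in 8054 of 23931 genes at an adjusted interaction p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 10570 had an unadjusted p under 0.05. The meiosis list was higher by Quartz-seq than by Smart-seq in this difference by a median of 1.66 on the log2 scale, in 41 of 41 genes (camera from limma, adjusted p = 0.000325, and fry from limma, adjusted p = 0.00711). The mitosis and DNA replication lists had medians of 0.99 and 0.98. The Z-hybrid Quartz-seq library of 12 dpf had the smallest total of its experiment, but after the counts of every Quartz-seq library were thinned to that total, 2981 genes were called higher in the W-hybrid, of which 2961 were among the 3083 called before thinning. This argues against depth as the whole source. A loss of rare transcripts from the Z-hybrid library would leave few calls among abundant genes, but 46.5% of the W-higher calls lay among the 5789 genes with the highest expression of the 23154 tested, 39% when the minimum of 5 TPM was dropped, against 42.8% of the W-lower calls. That argues against it as the whole source, although 16.8% of the W-higher calls had 3 counts or fewer in the Z-hybrid library. The mean log2 score of the meiosis list ranged over 1.17 among the 4 Z-hybrid Smart-seq libraries of 12 dpf, against a W to Z gap of 1.1 at 12 dpf and 1.74 at 14 dpf by Quartz-seq and of -0.22 at 12 dpf by Smart-seq. Collections of larvae that differ in meiotic stage whatever the hybrid therefore cannot be told apart from the hybrid in the Quartz-seq libraries, where the Z-hybrid has 1 library per age. Each method was used in 1 experiment, so method and sequencing batch are confounded as well. A biological difference between the hybrids stays open and untested by Z-hybrid replicates of that experiment.

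The difference between the hybrids at 10 dpf changed by 12 dpf in 581 of the 1434 genes called at 10 dpf (Smart-seq, adjusted over these genes alone), and in 579 of them it moved toward 0. Over all 21675 genes tested, 0 passed in edgeR, where 3726 had an unadjusted p under 0.05, and 506 passed by DESeq2. Because the genes were chosen on the 10-dpf libraries, part of this may be a return toward the mean. In 20 simulations with a constant difference, from 0% to 8.43% of the genes called passed, against 40.5% observed. That test is void, since the simulations called from 146 to 218 genes at 10 dpf, against 1434, and so did not have the choice they were to test. The labels of both ages were regrouped in 100 splits, and 7 gave as many genes as the real labels, the real split included. All 7 were among the 12 that kept the 10-dpf labels, and the other 88 called at most 1 gene at 10 dpf. With the 10-dpf labels kept, 36 of all 70 groupings of the 12-dpf libraries gave as many genes as the real one, with a median of 584, so the real grouping of the 12-dpf libraries does not stand out among them. Over all genes, 100 of 100 splits gave at least the 0 genes of the real labels, a void test, since no split can give fewer. A return toward the mean and a change with age cannot be told apart here, because the genes were chosen on the same 10-dpf libraries.

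The paper follows the genes higher in the W-hybrid at 10 dpf and does not report on those lower. These were 819 genes, more than the 615 higher. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real split, gave as many genes called in both directions, and 10 splits cannot give a smaller share. The counts of lower genes were 217 without W-hybrid replicate 1 and 1291 without W-hybrid replicate 3. A trend with gene length that differs between libraries was removed, an alternative chosen after seeing the data, and 953 genes were called (456 higher and 497 lower). Of the 456 higher genes, 303 were among the 615, and of the 497 lower genes, 431 were among the 819. The length trend is therefore not the whole source, although many calls in both directions were lost. Among the genes called at 10 dpf without the same sign and an unadjusted p under 0.05 at 12 dpf by Smart-seq, 976 of 1264 (77.2%) could be placed in the gene order, and 288 pairs of neighbours were found within 10 genes, against a median of 262 in 10000 random sets of the same size (permutation p = 0.0172). This is the direction that parental haplotypes would give, but with fewer than 80% of the genes placed it was not taken to decide, so haplotypes of the parents and a difference between the hybrids cannot be told apart here.

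Of the genes called at 10 dpf, 170 had the same sign at 12 dpf by Smart-seq with an unadjusted p under 0.05. Of these, 62 also had the same sign at 12 and at 14 dpf by Quartz-seq, where the sign alone was required and some values lay near 0, so these 62 are not shown to differ at every age. Of the 62, 42 were higher and 20 lower in the W-hybrid at 10 dpf. Of the 34 genes with the opposite sign and an unadjusted p under 0.05 at 12 dpf by Smart-seq, 2 were opposite at both Quartz-seq ages as well. The paper does not report this set. Parental haplotypes or strain variants are a candidate explanation, under which such genes might lie side by side. Of the 62 genes, 36 (58.1%) could be placed in the gene order, and 1 pair of neighbours was found within 10 genes, against a median of 0 in random sets (permutation p = 0.339), so too few were placed to decide and the explanation stays open beside a difference in sex determination between the hybrids, which was not tested.

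In groups of 4 libraries, 1 library lay far from the other 3 in 4 of 78 tests, where chance gives 5%. The level of ENSDARG00000111442 was 0.78 TPM in Z-hybrid replicate 4 at 12 dpf by Smart-seq, against 0.42 to 0.46 TPM in the others. SYCP3 was at 313 TPM in W-hybrid replicate 2, against 159 to 182 TPM. PCNA was at 1320 TPM in Z-hybrid replicate 2, against 885 to 899 TPM. The level of si:ch211-262i1.2 was 85.2 TPM in Z-hybrid replicate 4, against 22.8 to 31.6 TPM. No explanation, technical or biological, was tested for these 4 values.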

How the results depend on the processing

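The trend with gene length, the term for the replicate number in the W-hybrid from 12 to 14 dpf, and the alternatives for the 12-dpf Quartz-seq comparison and its genes were chosen after seeing the data. Where a value below left its threshold or moved, the cause was not tested. No tested result was reversed, but several medians near 0 changed sign. With library size alone, that of the mitosis list at 12 dpf by Smart-seq went from -0.09 to 0.01 and that of the DNA replication list from -0.06 to 0.03. That of the meiosis list at 10 dpf went from -0.03 to 0.01 with at least 10 counts in every library, and to 0.08 without W-hybrid replicate 3. Without Z-hybrid replicate 2 of 12 dpf by Smart-seq, the mitosis and DNA replication medians there were 0.1 and 0.03. The 12-dpf Smart-seq median of the genes higher at 10 dpf went from 0.03 to -0.03 without W-hybrid replicate 4 and to -0.02 without Z-hybrid replicate 1.

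At 10 dpf, 615 genes were higher and 819 lower in the W-hybrid. With library size alone 332 were higher and 1030 lower (24.4% higher against 42.9%), with a TPM above 5 required in every library 412 were lower, with the length trend removed 497 were lower, and with all 14 Smart-seq germ cell libraries in the same fit 125 were higher and 58 lower. Across the 6 fits that each left out 1 library, from 260 to 1174 genes were higher and from 217 to 1291 lower, with the lowest counts without W-hybrid replicate 1 and the highest without W-hybrid replicate 3. DESeq2 gave 769 and 940.

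At 12 dpf by Smart-seq, 16 genes were higher and 13 lower. DESeq2 gave 60 and 40, at least 10 counts in every library gave 9 and 7, a TPM above 5 in every library gave 4 and 3, and all 14 libraries in the same fit gave 31 and 20. Library size alone gave 17 and 9 (65.4% higher against 55.2%). Across the 8 fits that each left out 1 library, from 11 to 28 genes were higher and from 7 to 20 lower, with the highest counts without W-hybrid replicate 1 and the lowest without Z-hybrid replicate 3.

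At 14 dpf, 980 genes were higher and 1146 lower. DESeq2 gave 1594 higher, of which 979 were among the 980, a TPM above 5 in every library gave 380 higher, the 3 libraries of 14 dpf alone gave 1541 higher and 1756 lower, and all 20 germ cell libraries gave 2126 and 2317. Library size alone gave 646 lower, with 67.9% of calls higher against 46.1%. With the length trend removed 1826 genes were lower. The 12-dpf Quartz-seq counts of 3083 and 1884 stayed within 1.5 times under the alternatives run on them. DESeq2 moved the median of all genes there from 0.33 to 0.13.

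The genes higher in the W-hybrid at 14 dpf had a median log2 fold change of 2.84 at that age, from 2.74 to 2.86 with each W-hybrid library left out. At 12 dpf their median of 1.24 by Quartz-seq was 0.98 with at least 10 counts in every library, and their median of -0.12 by Smart-seq was -0.03 with library size alone and from -0.15 to -0.02 with each library left out, the last without Z-hybrid replicate 4. The genes higher at 10 dpf had a median of 1.43 at 12 dpf by Quartz-seq, from 1.1 (without replicate 2) to 1.60 with each W-hybrid library left out, and of 0.59 at 14 dpf, which was 0.93 with library size alone and 0.34 without W-hybrid replicate 2.

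The difference between the hybrids changed from 10 to 12 dpf in 0 genes over all genes tested, in 506 by DESeq2 and in 2 with the replicate number as a term. In the W-hybrid from 10 to 12 dpf, 0 genes were called in either direction, against 55 higher and 46 lower by DESeq2, and 2 higher and 3 lower with at least 10 counts in every library. From 12 to 14 dpf by Quartz-seq, 3 were higher and 0 lower, against 45 and 16 by DESeq2, 8 and 0 with at least 10 counts in every library, and 21 and 5 with the replicate number as a term. In these comparisons 2745 and 1037 genes had an unadjusted p under 0.05.

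For the gene lists tested with camera from limma, the adjusted p of the mitosis list at 10 dpf was 0.000143, that of the meiosis list at 12 dpf by Smart-seq 0.000349 and that of the meiosis list at 14 dpf 8.29e-06. With fry they were 0.182, 0.431 and 0.0836, and with the correlation estimated for each list each of the 3 was 0.688. With at least 10 counts in every library, the mitosis and DNA replication lists at 14 dpf reached 0.0158 and 0.0467, from 0.469 and 0.591.

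The replicate numbers do not pair the hybrids. Libraries with the same number had correlations of their deviations from -0.20 to 0.18 between the hybrids at 10 dpf and from -0.05 to 0.23 at 12 dpf by Smart-seq, and of 0.40 between 12 and 14 dpf in the W-hybrid by Quartz-seq. With the replicate number as a block, 601 genes were higher and 884 lower at 10 dpf, and 17 and 14 at 12 dpf by Smart-seq, and slc22a13a was not called at 12 dpf.

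Among single genes, DESeq2 called HORMAD1 and tsga10 at 14 dpf and did not call CCNB1 at 10 dpf or LMOD2 and kif2c at 12 dpf by Quartz-seq. In the fits that each left out 1 library, 547 values for single genes kept their side of the threshold or stayed within their spread, 82 were no longer past it, and 42 values without a test moved by more than their spread. The Z-hybrid had 1 Quartz-seq library per age, which limits every 14-dpf result to the spread of the W-hybrid libraries.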

Differences from the paper's values

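At 14 dpf, 980 genes were higher in the W-hybrid, against the paper's 1692. Of the alternatives set before the data were examined, DESeq2 (1594), library size alone (1368), no filter on low counts (1428), no filter on TPM (1379), the 3 libraries of 14 dpf alone (1541) and all 20 germ cell libraries in the same fit (2126) came within 1.5 times of the paper's count. At least 10 counts in every library (918), counts thinned to the smallest total (982) and a TPM above 5 in every library (380) did not. None of them gave 1692.

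The paper states that all 10 meiotic genes it tested by in situ hybridization were higher in the W-hybrid and takes this as a check of its sequencing. All 10 had a log2 fold change above 0 at 14 dpf, and 3 were called (DMC1, MEIOB and rec8b). DESeq2 called tsga10 and HORMAD1 as well. The log2 fold change of spinb was -0.24 without W-hybrid replicate 2 and 0.96 without W-hybrid replicate 1.

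The paper states that the genes of the enriched processes were expressed only here and there at 10 and 12 dpf. Of the 41 genes of the meiosis list, 37 had a mean above 5 TPM in the W-hybrid at 10 dpf and 40 at 12 dpf by Smart-seq. The paper's statement rests on a heat map of levels normalized by Z-score for gene ontology terms, so measure and gene set differ. A level above 5 TPM does not contradict a relative rise. The median of the list in the W-hybrid was 41.6 TPM at 10 dpf and 135 TPM at 14 dpf, by different methods.

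The paper describes the 12-dpf data as intermediate between the other ages, resembling either 10 or 14 dpf. The genes higher in the W-hybrid at 14 dpf had a median log2 fold change of 0.06 at 10 dpf and 2.84 at 14 dpf. At 12 dpf their median was 1.24 by Quartz-seq, which lies between these. By Smart-seq it was -0.12, which does not lie between them but is near the 10-dpf value. By Quartz-seq the genes higher at 10 dpf had a median of 1.43 at 12 dpf, against 0.75 at 10 dpf and 0.59 at 14 dpf.

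The paper states that the difference of the genes higher at 10 dpf waned gradually at 12 and 14 dpf. The median of these genes was 0.03 at 12 dpf by Smart-seq, 1.43 at 12 dpf by Quartz-seq and 0.59 at 14 dpf by Quartz-seq.

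The legend of the paper's box plot states that all batches have similar counts after normalization. The median log2 CPM were 0.83 and 0.65 in the Z-hybrid Quartz-seq libraries and between 1.18 and 1.56 in the Smart-seq germ cell libraries.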

Other observations

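The tests of rare transcripts on the meiosis list, and on the higher genes with no minimum of TPM, were chosen only after the result was seen.

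Several technical explanations of the 980 genes higher in the W-hybrid at 14 dpf were tested. With the Quartz-seq counts thinned to the smallest total, 982 genes were called higher, 906 of them the same genes, which argues against depth. A loss of rare transcripts from the Z-hybrid library would place few of the calls among abundant genes, and 33% (323 genes) lay among the 5789 genes with the highest expression of the 23154 tested, against 69.8% (800 of 1146) of the genes called lower. With the minimum of 5 TPM dropped, which itself removes rare genes, the share was 23.4% of 1379 genes higher. These shares do not decide, and such a loss may account for part of the calls, since 150 genes (15.3%) had 3 counts or fewer in the Z-hybrid library, and the median log2 fold change of all genes was 2.61 in a group of the same size with the lowest expression and -0.16 in the group with the highest. With a trend with gene length removed from each library, 804 genes were called higher, 753 of them the same genes, so that trend is not the whole source. The median of the meiosis list, 1.25, lay at percentile 100 of 10000 random lists matched on expression, and 0 of them were as high, so a loss of transcripts that depends on expression alone does not account for it. The mitosis and DNA replication lists also lay above most random lists, at percentiles 99.99 and 99.84, with 1 and 16 as high. Their medians of 0.38 and 0.25 were near the 0.31 of all genes, but that value is not matched on expression. It mixes genes of low expression (median 2.61) with genes of high expression (median -0.16). The camera test likewise sets a list against all other genes, so it does not decide here. Against matched lists, the rise at 14 dpf was not limited to the meiosis list, although its median of 1.25 was the largest. A difference in the stage of the larvae collected, which the 1 Z-hybrid library cannot exclude, and a difference between the hybrids both stay open.

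Splits of the libraries into groups of the same sizes were run for the results with at least 3 libraries per group. At 12 dpf by Smart-seq, 1 of the 35 splits, the real split, gave as many genes called between the hybrids. For the gene lists, a camera p as small as that of the real split was found in 13 of 35 splits for meiosis, 29 of 35 for mitosis and 28 of 35 for DNA replication at 12 dpf, and in 8 of 10 for meiosis, 4 of 10 for mitosis and 1 of 10 for DNA replication at 10 dpf. The 12-dpf fall of the meiosis list in the W-hybrid by Smart-seq, with a median of -0.33 and 2 of 41 genes above 0, lay at percentile 0 of 10000 random lists matched on expression, but other groupings of these libraries gave a camera p as small, so a tie to the hybrid is not shown. Its median was -0.13 without Z-hybrid replicate 4. In the W-hybrid from 10 to 12 dpf, where no gene was called and 2745 had an unadjusted p under 0.05, 35 of 35 splits gave as many, a void test, since no split can give fewer than 0. In the Z-hybrid from 10 to 12 dpf, 270 genes were called higher and 72 lower, and 2 of 35 splits gave as many.

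Muscle genes took 0.476% of the counts in W-hybrid replicate 2 of 12 dpf by Quartz-seq, against at most 0.0727% in the other germ cell libraries. Trunk RNA carried into the sorted cells is a candidate source. The trunk library with the higher muscle share had 0.676% muscle and 2.92% epidermis counts, so such RNA would bring 1.76% epidermis counts, but 0.0088% was found, which argues against it. Muscle cells alone were not tested.

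The marker lists had the following shares of counts. Muscle genes took from 0.0474% to 0.0727% in the Smart-seq germ cell libraries. Epidermis genes took at most 0.0115% of any germ cell library, against 7.49% in the second trunk library. Blood genes took at most 0.0063% of the germ cell libraries and 0.163% and 0.149% of the trunk libraries. Genes of gonadal somatic cells took from 0.0174% to 0.0392% of the germ cell libraries and 0.00198% and 0.00272% of the trunk libraries. Pancreas and gut genes took at most 0.00606% of the germ cell libraries and 0.0161% and 0.00702% of the trunk libraries. Early oocyte genes took from 0.0497% to 0.139% by Smart-seq and from 0.137% to 0.238% by Quartz-seq.

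PCNA was lower in the W-hybrid at 14 dpf, with a log2 fold change of -1.18 (adjusted p = 0.0344, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Noticed after the values were seen, the genes si:ch211-160d14.9 and si:ch211-160d14.11, at most 0.31 TPM in the W-hybrid at 10 dpf, were at 4.87 and 19.2 TPM in W-hybrid replicate 1 of 12 dpf by Smart-seq, and at most 0.08 TPM in the other 3 W-hybrid libraries of that group. In the Z-hybrid at 12 dpf by Smart-seq, they were at 6.15 and 24.4 TPM in replicate 1. The other Z-hybrid libraries there had at most 0.65 and 2.77 TPM.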
